# Innate immune pathway activated mesenchymal stromal cells improve function and histologic outcomes in a rodent osteoarthritis model

**DOI:** 10.3389/fbioe.2025.1525969

**Published:** 2025-05-22

**Authors:** Cody Plaisance, Lyndah Chow, Renata Impastato, Zoë J. Williams, Isabella Sabino, Katie J. Sikes, Kelly S. Santangelo, Steven Dow, Lynn M. Pezzanite

**Keywords:** osteoarthritis, mesenchymal stromal cell, regenerative therapies, STING, interferon

## Abstract

**Introduction:**

Intra‐articular administration of mesenchymal stromal cells (MSC) has demonstrated anti‐inflammatory and chondroprotective activity in both preclinical models and in randomized clinical trials in patients with osteoarthritis (OA). Nonetheless, precedent from MSC studies in non‐OA models suggests that the overall anti-inflammatory effectiveness of MSC can be improved by prior immune activation through cytokines or innate immune pathways.

**Methods:**

Therefore, in the current study, we determined whether activation of MSC by two different innate immune pathways (Toll‐like receptor 3 (TLR3) pathway or Stimulator of Interferon Genes (STING) pathway could improve their effectiveness for intra‐articular treatment of OA, using a murine destabilization of the medial meniscus (DMM) model. Outcome parameters included voluntary gait activity, joint histology and RNA transcriptomic analyses of synovial tissues.

**Results:**

We found that activation of MSC via either innate immune pathway improved functional voluntary movement outcomes compared to treatment with non-activated MSC. Moreover, cartilage integrity, including cartilage preservation, was significantly improved in mice receiving activated MSC, with greater benefits observed in animals treated with STING pathway-activated MSC compared to animals treated with non‐activated MSC alone. Transcriptomic analysis of joint tissues revealed that treatment with activated MSC upregulated pathways associated with tissue remodeling, angiogenesis, and wound healing compared to tissues from animals treated with non-activated MSC.

**Discussion:**

These findings indicate therefore that innate immune activation of MSC prior to intra‐articular delivery for treatment of OA can significantly improve functional gait activity and chondroprotective effects compared to non‐activated MSC and suggest that this strategy could be evaluated clinically.

## Introduction

Osteoarthritis (OA) is a progressive, degenerative, condition that affects over 550 million people worldwide–a 113% increase since 1990. The prevalence has doubled in the US over the last 10 years with an economic impact of $136 billion annually (Yelin et al., 2016; Cui et al., 2020). Despite this high prevalence, there remains a lack of effective treatment options that improve quality of life without risk of adverse effects, with current therapies including non-steroidal anti-inflammatories, intra-articular injections, or arthroscopic debridement and cartilage resurfacing techniques. Cellular therapies to treat OA have emerged as an option in both human and veterinary orthopedics with mixed results reported in terms of efficacy (Mezey and Nemeth, 2015; Cortes-Araya et al., 2018; Ghannam et al., 2018; Kwon et al., 2022; Chahla et al., 2016; Harrell et al., 2019; Iijima et al., 2018; Li et al., 2018; Piuzzi et al., 2018; Şahin et al., 2018; Shah et al., 2018; Southworth et al., 2019; Xing et al., 2018). A recent meta-analysis of human randomized MSC trials concluded that overall MSC treatment reduced joint inflammation, improved pain scores, and preserved cartilage integrity, suggesting that MSC cellular therapy is beneficial. Nonetheless, challenges remain, including the use of MSC with greater potency for their intended task, greater uniformity of MSC sources and propagation, as well as improved credentialing of MSC functional properties that correlate with better outcomes (Copp et al., 2023). Heterogeneity within stromal cell populations has been proposed to be partially responsible for the observed variability in therapeutic responses, particularly in the context of variably inflamed recipient environments such as that seen in OA (Cassano et al., 2018). Pre-activation, or “inflammatory licensing,” of mesenchymal stromal cells (MSCs) through priming with their respective ligands has been proposed as a means to generate a homogenous population of immunomodulatory MSCs - thereby potentially improving the consistency of MSC therapy and response to treatment (Szabó et al., 2015; Krampera, 2011; Polchert et al., 2008; Waterman et al., 2012). With the lifetime likelihood to develop symptomatic knee OA currently at 45% and increasing, the need to develop improved strategies towards disease-modification is critical (Murphy et al., 2008).

Expression of pattern recognition receptors (PRRs), specialized proteins that detect exogenous pathogens and endogenous ligands, represent a key link between the immune system and sensory nervous system in response to inflammation or injury, such as that described in OA (Donnelly et al., 2020). The PRR family includes Toll-like receptors (TLR) (e.g., nucleotide oligomerization domain-like receptors, C-type lectin receptors, RIG-I-like receptors, and retinoic acid-inducible gene I receptors) and cytosolic DNA sensors (e.g., STimulator of Interferon Genes or STING). The STING receptor, also known as cGAS-STING, as Cyclic GMP-AMP synthase (cGAS), is the primary enzyme to induce STING pathway signaling. In response to tissue injury, PRRs on immune cells are activated to initiate their respective downstream inflammatory response. Activation of both STING and TLR3 results in production of type I interferons (IFN-Is) (IFN-α, IFN-β, and IFN-κ) in immune cells and sensory neurons following tissue injury or infection (Donnelly et al., 2021; Sun et al., 2022; Wang et al., 2021; Ishikawa and Glen, 2008; Liu et al., 2016), which has been demonstrated to have the potential to be both inflammatory or antinociceptive depending on the disease process (Donnelly et al., 2020; Liu et al., 2016). In the context of specifically enhancing therapeutic efficacy of immunomodulatory MSC therapy, our previous studies have demonstrated that stimulation of MSC with TLR ligands enhanced their immunomodulatory properties to a greater extent than other agonists evaluated, including cytokine secretion of MCP-1 and IL-8 *in vitro* resulting in resolution of inflammation and reduced bioburden associated with musculoskeletal infection in animal models (Pezzanite et al., 2021; Johnson et al., 2017; Pezzanite et al., 2022). We have more recently expanded this work to evaluate STING pathway agonism in MSC based on the concept that TLR3 and STING pathway agonists may trigger similar immune response pathways, particularly those involving interferon responses. However, to the authors’ knowledge, comparison of these two PRRs to activate and enhance MSC therapy for treatment of OA has not been previously reported.

Therefore, we built upon our previous work with TLR3 activated MSC to evaluate and compare the functional effects of activation of MSCs via TLR3 pathway and the cGAS-STING pathway in the context of intra-articular treatment of OA. The overall objective of this work was to determine whether priming of MSC with agonists of the cytoplasmic (endosomal) TLR3 pathway or the cytoplasmic cGAS-STING pathway exerted similar effects to improve the efficacy of MSC intra-articular therapy, as evaluated in a rodent destabilization of the medial meniscus (DMM) model of OA. Our analysis revealed significant improvements in post-operative voluntary movement parameters and histological outcomes with STING pathway activated MSC and improved histological outcomes with TLR3 pathway activated MSC. RNA sequencing of joint tissues indicated that IFN related pathways were upregulated in the joints of mice treated with either TLR3-activated MSC or STING-pathway activated MSC, with substantially more interferon pathways being upregulated in the STING-pathway MSC treated animals.

Overall, this work provides key new insights into the transcriptomic, structural, and synovial responses to intra-articular treatment with innate immune pathway activated MSC, suggesting that activation of TLR3 pathways or STING pathways in MSC prior to injection can activate multiple joint protective pathways, some of which may involve interferon gene pathway upregulation. Thus, stimulation of IFN pathways in MSC may be a uniquely effective method of licensing MSC for orthopedic applications.

## Materials and methods

This study was approved by the Institutional Animal Care and Use Committee at Colorado State University (IACUC protocol #3134) and conducted according to the national guidelines under which the institution operates and the NIH Guidelines for the Care and Use of Laboratory Animals (8th edition).

### Animals

Studies were performed using 12-week-old male C57BL/6Nci mice (Charles River Laboratories, Wilmington, MA, United States). Mice (*n* = 10 per group) were randomly assigned to receive surgery followed by either (1) needle insertion alone, (2) non-activated MSCs, (3) pIC-activated MSCs (TLR3), or (4) 2′,3′ c-GAMP activated MSC (STING pathway), for a total of 40 mice. Activity monitoring was performed weekly on all mice in each group. At end term, five mice per group were assessed for histologic scoring of joint tissues, while the remaining five mice were processed for transcriptomic analyses of joint tissues. Mice were housed together in the Laboratory Animal Resources building in groups of five in solid bottom cages with corncob bedding and allowed *ad libitum* water and standard rodent chow. Mice were assessed by a veterinarian daily and body weights were monitored weekly. At the conclusion of the study, mice were euthanized via CO_2_ inhalation with confirmation by cervical dislocation. All animals were included in the final analyses. Study overview is provided in Figure 1.

**FIGURE 1:**
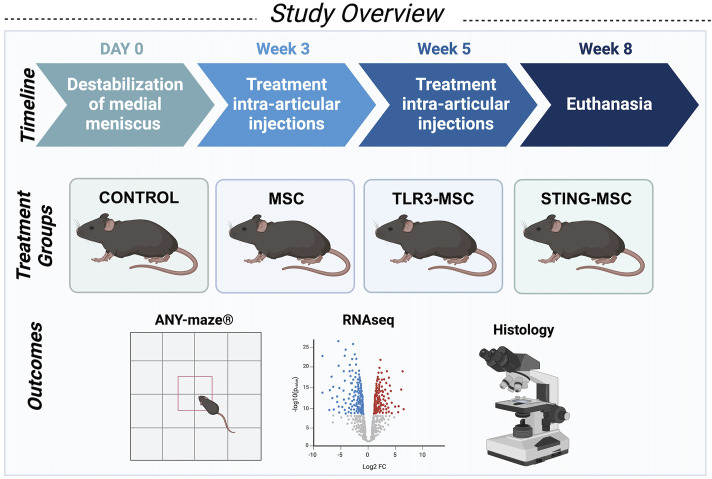
Schematic overview of study design. Studies were performed using 12-week-old male C57BL/6Nci mice (Charles River Laboratories, Wilmington, MA, United States). Mice (*n* = 10 per group for a total of forty mice) received unilateral destabilization of the medial meniscus surgery in the right knee and were randomly assigned to receive either control treatment (intra-articular needle insertion alone), non-activated MSC, PIC-activated MSC, or STING-activated MSC for two treatments at weeks three and five postoperatively. Activity monitoring was performed weekly on all mice in each group. At end term, five mice per group were assessed for histologic scoring and joint tissues from the remaining five mice were processed for transcriptomic analyses of joint tissues.

### Stromal cell preparation

Age-matched male C57BL/6Nci mice served as adipose MSC (adMSC) donors. Murine adMSC was generated from abdominal and inguinal adipose tissue aseptically collected immediately following euthanasia via CO_2_ inhalation and cervical dislocation. The adipose tissue was isolated, pooled and cultured as previously described (Bunnell et al., 2008; Yoshimura et al., 2006). Cells generated were plastic-adherent and displayed typical adMSC morphology and expansion properties (Yoshimura et al., 2006). AdMSCs were expanded in culture in complete growth media (Dulbecco modified eagle medium (DMEM), 10% fetal bovine serum (FBS), penicillin (100 U/mL), streptomycin (100 μg/mL), and 1 mol/lL HEPES) until injection. MSCs are routinely evaluated for surface phenotype and found to be CD44^+^CD90^+^ and CD34^−^CD45^−^ in accordance with minimum criteria to define MSCs by the International Society for Cellular Therapy (Dominici et al., 2006). At weeks 3 and 5, MSC were trypsinized, counted, and a portion activated with the TLR3 agonist polyinosinic-polycytidylic acid (pIC) (InVivoGen, San Diego, CA) or 2′3′cGAMP (InVivoGen, San Diego, CA) to stimulate cGAS-STING pathways (stimulation dose at 10 μg/mL at a concentration of 1 × 10^6^ cells/mL in growth media for 2 h stimulation time). Cells were washed 3 times with sterile PBS and prepared at a concentration of 2.5 × 10^7^ cells per mL in PBS.

### Destabilization of the medial meniscus model of osteoarthritis

Osteoarthritis was induced in the right femorotibial joint (knee) of mice at time 0 (week 0) using established methods of destabilization of the medial meniscus (DMM) in the right hindlimb (Glasson et al., 2007). Mice were induced under general anesthesia using isoflurane (1%–5%, to effect) and the right femorotibial joint (knee) was clipped and aseptically prepared in routine fashion. Briefly, to induce OA, a medial parapatellar arthrotomy using a #11 scalpel blade was performed and the infrapatellar fat pad (IFP) temporarily repositioned laterally to allow access to the anterior medial meniscotibial ligament. This ligament was severed using the #11 scalpel blade. The IFP was repositioned, and the surgical incision closed in simple interrupted fashion using 6–0 monofilament absorbable suture. Mice were administered buprenorphine SR (slow release) 0.6–0.8 mg/kg subcutaneously under anesthesia at time of surgery.

### Intra-articular administration of adMSCs

Intra-articular injections of MSC were performed at weeks three and five following DMM operation. All mice received MSC from the same donor pool. For injections, mice were induced under general anesthesia using 3% isoflurane with oxygen, followed by 1%–1.5% isoflurane to maintain plane of anesthesia. The right (operated) femorotibial joint was aseptically prepared in routine fashion and injected with 2.5 × 10^5^ murine adipose-derived MSC or pIC- or STING-activated MSC suspended in 10 μL phosphate buffered saline (PBS), or controls of needle insertion alone. Injections were performed with #27 needle and Hamilton syringe. Although intra-articular MSC doses in humans have been reported to vary widely, the dose used here was determined based on scaling doses used in humans from human to murine body size and based on pilot studies indicating feasibility to achieve cell concentration within the volume injected (Copp et al., 2023). Dose of agonists were determined in previous pilot studies (data not shown) assessing differential gene expression and cytokine secretion following stimulation of MSC over a range of agonist doses, ranging from 0.01, 0.1, 1, to 10 μg/mL.

### Activity monitoring to assess osteoarthritis severity

Mice were monitored prior to injury and for 8 weeks following surgery using individual cage monitoring to determine general animal behavior and mobility. Cage monitoring was performed for 10 min weekly during the experimental time-course. Mice were placed in their primary enclosure/resident cage with their environmental enrichment hut for the duration of the assessment. Prior to taking the baseline measurement, mice were acclimated to the system over 1 week - after which two baseline measurements were collected immediately before the start of the study. Training and data collection occurred during the same time of day (8 a.m.–12 p.m.) and involved the same handlers throughout the course of the study to minimize circadian rhythm cycle variations. The video analysis software used (ANY-maze™, Wood Dale, IL, United States) automatically collected mobility parameters including total distance traveled, time mobile, mean speed, maximum speed, time in hut, and entries to the top of the hut. Parameters of interest were assessed both cross-sectionally amongst groups normalized to preoperative baseline and longitudinally over time.

### Transcriptomic sequencing of joint tissues

Mouse femorotibial (knee) tissues (*n* = 5 biological replicates per treatment group of 10 mice) were removed *en bloc* (including all joint tissues such as cartilage, synovium, joint capsule, and adjacent subchondral bone of the femur and tibia) immediately following euthanasia at 8 weeks after surgery, minced, and stored in RLT lysis buffer (Qiagen) at −80°C. RNA was extracted by first using TRIzol Reagent (Invitrogen, Waltham, MA) following manufacturers’ instructions, with a 1:3 RLT lysis buffer to TRIzol ratio. RNA precipitate pellet was then cleaned and concentrated using RNeasy MinElute Cleanup Kit (Qiagen Germantown, MD), according to manufacturer’s instructions and sent to Novogene Corporation Inc. (Sacramento, CA) for bulk RNA sequencing. RNA quality was determined by bioanalyzer (Agilent Technologies, Santa Clara, CA). RIN (RNA integrity number) was determined to be >7.5 for all samples. For bulk RNA sequencing, mRNA was enriched using oligo (dT) beads, followed by cDNA library generation using TruSeq RNA Library Prep Kit (Illumina, San Diego, CA). Sequencing was performed on Illumina Novaseq 6000 machine using 150 bp paired end reads.

### Joint histology

At 8 weeks after surgery, femorotibial (knee) joints (*n* = 5 biological replicates per treatment group of 10 mice) were fixed in 10% neutral buffered formalin for 24 h, then decalcified in ethylenediamine tetra-acetic acid (EDTA) and paraffin embedded. Coronal sections (5 µm) were taken from the center of the medial tibial plateau and stained with toluidine blue. Histological grading of joint tissues was performed using an established criteria for OA by two blinded, independent individuals trained in using this scoring method via consensus. In brief, joint tissues were semi-quantitatively graded for osteoarthritic damage including cartilage fibrillation, cartilage loss including clefts/erosions and calcification, synovitis, and proteoglycan content for the whole joint and medial and lateral joint compartments (Haubruck et al., 2023).

### Data analysis

The experimental sample size was calculated by *a-priori* power analysis using GPower Version 3.1.1, using pilot gait data (stride length) obtained using this injury model in mice as the primary outcome measure for calculating group sizes. Cross-sectional activity monitoring data was normalized to baseline values and compared using repeated-measures analysis of variance (ANOVA) with Tukey’s correction. Longitudinal data were compared using repeated-measures ANOVA and Dunnett’s correction, comparing each timepoint to baseline values. Histological scoring at end-term was evaluated using a one-way non-parametric ANOVA (Kruskal–Wallis test) with Dunn’s multiple comparisons test. Statistical analysis was performed using GraphPad Prism v9.3.1 (GraphPad Software Inc., La Jolla, CA, United States). The significance for enclosure monitoring and histological outcomes was assessed at *p* < 0.1 as described (Jennions and Moller, 2003).

Sequence data were analyzed on Partek Flow software, version 10.0 (Partek Inc. Chesterfield, MO). First, Raw data were filtered by removing reads containing adapters and reads containing N > 10% and for Phred scores >30. Filtered reads were then aligned with STAR 2.7.3a using GRCm39 Genome Reference. Aligned reads were annotated and counted using HT-seq with Ensembl 108. Differentially expressed genes were identified using DEseq2 (Love et al., 2024). Biological interpretations included gene ontology and gene set enrichment analysis (GSEA), which were performed using GSEA (https://www.gsea-msigdb.org/gsea/index.jsp).

## Results

### Comparison of functional impact of treatment via activity monitoring

We assessed functional improvement with treatment over time using the ANY-maze overhead cage monitoring software. When cross-sectional data was normalized to pre-DMM surgery baseline values, mice treated with STING pathway activated MSC exhibited greater adjusted time mobile compared to MSC treated mice (*p* = 0.04) or control (*p* = 0.07) at week 8 (Figures 2A,B). In addition, mice treated with STING-MSC spent less time in their security huts relative to baseline compared to MSC treated mice (*p* = 0.09) at week 8 (Figures 2C,D), and fewer hut entries relative to baseline compared to control at week 4 (*p* = 0.04) or TLR3-pathway activated MSC treated mice at week 6 (*p* = 0.1) (Figures 2E,F). There were no significant differences between TLR3 MSC treated mice compared to needle or MSC alone. There were no significant findings in longitudinal data for within group (e.g., time) differences (Figure 2 significant findings, Supplementary Table S1, additional non-significant findings, Supplementary Table S2, tracking pathways).

**FIGURE 2:**
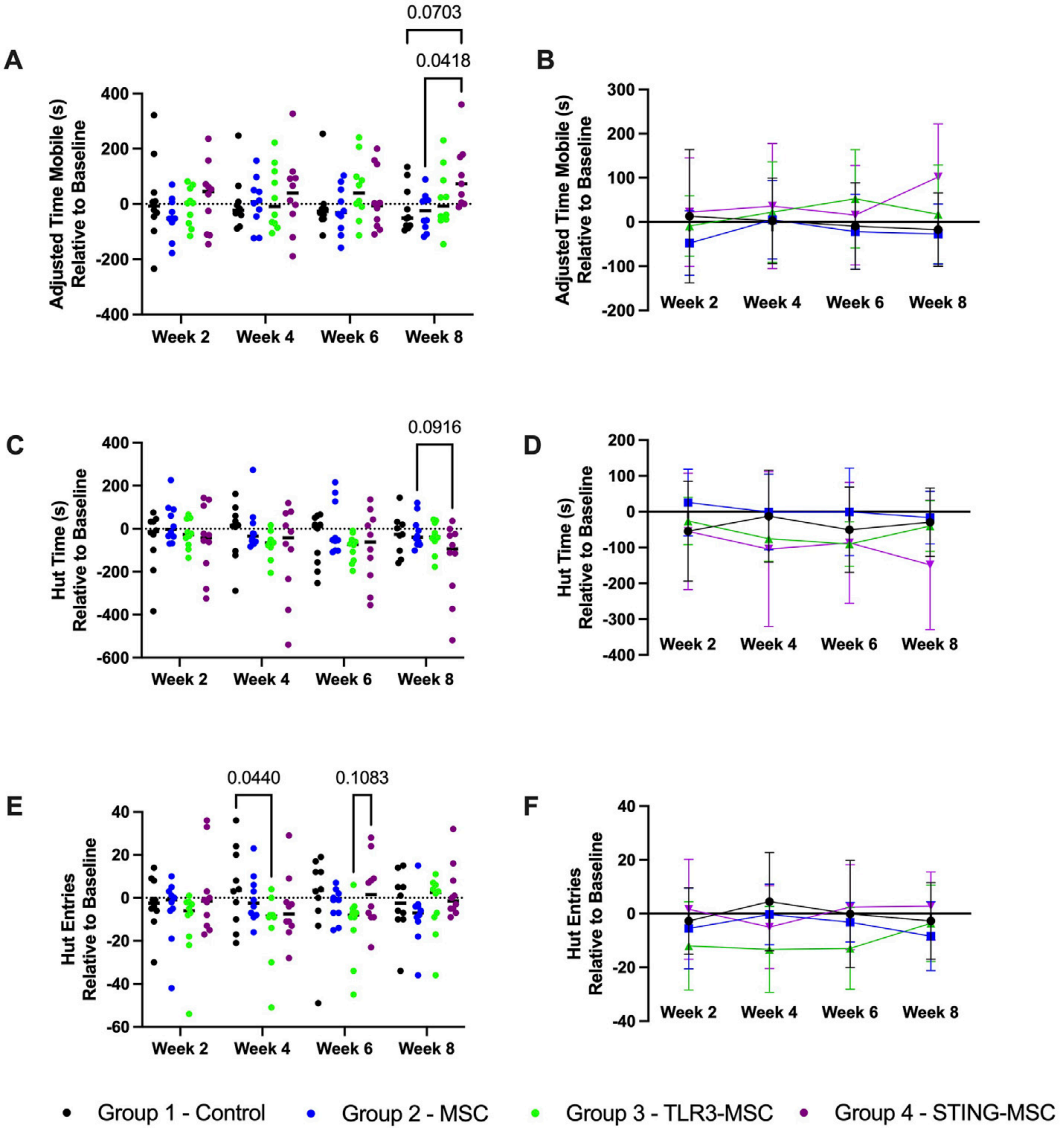
ANY-maze^TM^ cage monitoring parameters. Individual cage activity monitoring was performed following DMM surgery on the right hind limb of mice and two intra-articular treatments administered depending on group. Parameters of interest are shown over time and between groups for adjusted time mobile (s) **(A,B)** relative to baseline, hut time (s) relative to baseline **(C,D)** and hut entries relative to baseline **(E,F)**. Significant differences noted, with *p*-value noted as <0.1 and significant differences labeled. TLR, Toll-Like receptor; STING, Stimulator of Interferon Genes; DMM, destabilization of medial meniscus; m, meters; s, seconds.

### Joint immune transcriptome responses to intra-articular therapy

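Bulk RNA sequencing was performed on the knee joints of 20 mice with surgical destabilization of the medial meniscus, with 5 biological replicates in each of 4 groups. Control joints received needle insertion alone, and the other joints received 250000 adipose-derived mesenchymal stromal cells (MSC) per injection, in weeks 3 and 5 after surgery. The cells were either left non-activated (MSC) or incubated for 2 h with 10 µg/mL of polyinosinic-polycytidylic acid, an agonist of the TLR3 pathway (TLR3-MSC), or of cGAMP, an agonist of the STING pathway (STING-MSC). The paper places tissue collection 8 weeks after surgery in its methods and 24 h after injection in its results. The authors removed reads with adapters, undetermined bases or low Phred scores, aligned the rest to the mouse genome GRCm39 with STAR and counted reads per gene on the Ensembl annotation with HT-seq. They deposited normalized counts, in which each sample's counts were divided by a median-ratio size factor, for 14793 genes. The low values of each sample were whole multiples of a single step, so that whole reads could be recovered, and each joint had from 27955496 to 52529963 reads on these genes. The median was 33230113 reads for control, 42283684 for MSC, 33141873 for TLR3-MSC and 31917016 for STING-MSC. The range within groups was 28979778 to 52529963 for control, 33771977 to 48847431 for MSC, 28385968 to 45339873 for TLR3-MSC and 27955496 to 35561322 for STING-MSC. STING-MSC joints had fewer reads than MSC joints (exact permutation test, two-sided, p = 0.0159), and the exact p of the other 5 pairs of groups lay between 0.222 and 0.802. Within every group, each pair of joints differed by more than the sampling noise of the reads, with a chi-square of at least 27.4 per gene, so each joint was counted as a separate sample. Differential expression was tested with limma on log2(normalized count + 1) over all 20 samples, and log2 fold changes are on this scale, which understates the change of genes with low counts. A gene was counted as differentially expressed at an unadjusted p of at most 0.05 and a fold change of at least 2, and the false discovery rate (FDR) was computed with the Benjamini-Hochberg method. A minimum mean normalized count of 5 removed no gene, because the lowest mean was 9.40. MSC replicate 5 had 296 genes listed at 0, of which 239 were at 0 in no other joint, although only 37 of its genes had from 1 to 3 reads. Tigd3 (chosen after its values were seen) was listed at 0 in this joint and had a normalized count of 63.02 to 197 in the other 19 joints.

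**Figure D1:**
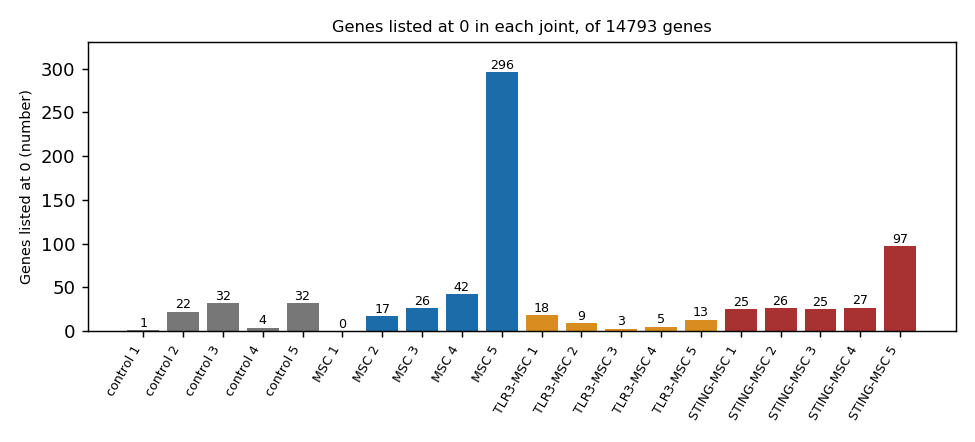
Number of genes listed at 0 (vertical axis) in each of the 20 joints (bars, coloured by treatment group). MSC replicate 5 had 296 such genes and STING-MSC replicate 5 had 97, and the other joints had from 0 to 42.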

To further understand how intra-articular injection affected the overall immune transcriptome of the joint, mice were treated by intra-articular injection of activated or non-activated MSC, and 24 h later RNA was extracted from harvested joint tissues (pooled tissues included cartilage, synovium, joint capsule and adjacent subchondral bone of femur and tibia) and analyzed via bulk RNA sequencing. Comparisons between the transcriptomes of stifle (knee) joints that were treated with STING- pathway activated -MSC compared to MSC, TLR3-pathway activated-MSC versus MSC, and STING pathway activated-MSC versus TLR3 pathway activated-MSC were performed and described below. Additional comparisons between each treatment group to control needle insertion alone are provided in Supplementary Figure S1. 

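Compared with control joints, 40 genes were higher and 68 lower after MSC, 34 higher and 15 lower after TLR3-MSC, and 41 higher and 264 lower after STING-MSC. Quantile normalization moved the share of lower genes from 62.96% to 35.6% for MSC and from 86.6% to 72.7% for STING-MSC. The genes with an unadjusted p of at most 0.05 made up 8.55% of the genes tested for MSC, 3.58% for TLR3-MSC and 12.2% for STING-MSC. At an FDR of at most 0.05, limma called 1 gene for MSC and 0 for TLR3-MSC and STING-MSC, where 530 and 1808 genes had an unadjusted p of at most 0.05. On the recovered reads, DESeq2 called 108 genes for MSC, 3 for TLR3-MSC and 88 for STING-MSC, and edgeR called 15, 0 and 0. Without control replicate 1, limma called 26, 1 and 4 genes, and without MSC replicate 2 it called 46 for MSC. The gene was Dhrs9 (ENSMUSG00000027068, chromosome 2, 69210789 to 69234878), which encodes a short-chain dehydrogenase. Its normalized count was 1133 ± 257 (SD, n = 5) after MSC and 469 ± 82.3 (SD, n = 5) in control joints. This is a log2 fold change of 1.26 (standard error 0.17, FDR = 0.00864 from limma), higher in 5 of 5 MSC joints than in every control joint. The next smallest FDR for MSC was 0.0647 from limma, shared by several genes, of which Ccdc117 (log2 fold change 0.46) and Cd300ld (log2 fold change 0.68) had the smallest p, each higher in 5 of 5 joints. Il36g (chromosome 2, 24076488 to 24083581), which encodes the cytokine IL-36 gamma, had a normalized count of 934 ± 160 after TLR3-MSC, 948 ± 157 after STING-MSC and 527 ± 122 in control joints (SD, n = 5). In MSC joints the Il36g count was 748 to 1086, also above every control joint. Its log2 fold change was 0.84 for TLR3-MSC (FDR = 0.293 from limma, above every control joint in 5 of 5) and 0.86 for STING-MSC (FDR = 0.208 from limma, above every control joint in 4 of 5). For STING-MSC, Cyp7b1 had a log2 fold change of −1.31 and Ccr1 one of 0.68, both with an FDR of 0.208 from limma. Their counts lay below every control joint in 5 of 5 and above every control joint in 4 of 5 STING-MSC joints, and control replicate 1 had the highest Ccr1 of its group at 2094. In MSC joints the Ccr1 count was 2157 to 2854, above every control joint, so the higher Il36g and Ccr1 counts were not limited to activated cells. For TLR3-MSC, Abhd5 (log2 fold change 0.33) and Sik2 (log2 fold change 0.47) were higher than every control joint in 5 of 5, each with an FDR of 0.293 from limma. Abhd5, Sik2 and Il36g were the 3 genes that DESeq2 called for TLR3-MSC. The gene that limma called for TLR3-MSC without control replicate 1 was Il36g. Abhd5 was also above every control joint after MSC, at 1831 to 2025. With the replicate number as a block, 110 genes passed the threshold for MSC, 39 for TLR3-MSC and 285 for STING-MSC. The correlation of same-numbered joints, after subtracting group means, was −0.118, −0.144 and 0.108 in these comparisons.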

Full gene set enrichment analysis (GSEA) is provided in Supplementary Figure S2.

Comparison of knee joint tissues from STING-pathway activated-MSC to MSC treated animals demonstrated significant upregulation of 24 genes and downregulation of 103 genes (significance defined as fold change ≥2 or ≤ −2 or *P* value ≤ 0.05) (Figure 3A). 

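Between STING-MSC and MSC treated joints, 36 genes were higher and 39 were lower among the 14793 genes tested, so that 52% of these genes were lower. Quantile normalization gave 23 genes higher and 38 lower (62.3% lower), and edgeR's quasi-likelihood test on the recovered reads gave 27 higher and 86 lower (76.1% lower). The number of lower genes moved most with DESeq2 on the recovered reads, which gave 33 genes higher and 110 lower, or 117 lower without its Cook's distance cutoff, a setting chosen after the first fits were seen. An unadjusted p of at most 0.05 was reached by 731 genes, or 4.94% of the genes tested, and an FDR of at most 0.05 by 0 genes in limma. That FDR was reached by 30 genes in DESeq2 and by 0 in edgeR on the recovered reads. The smallest FDR was 0.189 from limma, for Mcl1 and for the transcription factor gene Cebpb, both named after their values were seen. The Cebpb normalized count was 1494 ± 134 (SD, n = 5) after STING-MSC and 2572 ± 696 (SD, n = 5) after MSC, a log2 fold change of −0.75 with a standard error of 0.13. All STING-MSC joints were below all MSC joints (exact permutation test, p = 0.00794, the smallest p that 5 joints against 5 allow). Of the 36 higher genes, 19 were listed at 0 in MSC replicate 5. With that joint left out, 14 of the 36 genes were still past the threshold, against 24 to 34 when any other joint of these groups was left out. Of the 39 lower genes, 15 were still past it without MSC replicate 2 and 13 without STING-MSC replicate 5, against 24 to 38 without any other joint.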

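Of the 20 genes with higher expression after STING-MSC than after MSC in the list of Figure 3B, 17 were analysed here, and all 17 were higher, with log2 fold changes of 0.53 to 1.72. Of these, 10 were past the threshold in limma. An FDR of at most 0.05 was reached by 9 when adjusted over the list alone, which shows no stability because the list holds the paper's own calls on these data, and by 0 when adjusted over all genes. Adamts19 (ENSMUSG00000053441, chromosome 18, 58969739 to 59187133), a secreted metalloproteinase gene, had a normalized count of 49.6 ± 29.4 (SD, n = 5) after STING-MSC and 15.2 ± 9.52 (SD, n = 5) after MSC. Its log2 fold change was 1.72 (standard error 0.61, FDR = 0.852 from limma), and 4 of 5 STING-MSC joints were above every MSC joint (exact permutation test, p = 0.0159). The log2 fold change was 1.19 for Themis3 (exact permutation test, p = 0.0873) and 1.23 for Slc6a18 (exact permutation test, p = 0.0159). Slc6a18 was past the threshold in limma but fell short of it in 10 of 19 alternative settings. Themis3 was short of it in limma and past it in 4 of 19, among them edgeR (unadjusted p = 0.029) and DESeq2 (unadjusted p = 0.017). Among interferon-induced genes, F830016B08Rik (chromosome 18, 60426452 to 60436089) had a normalized count of 1039 ± 400 after STING-MSC and 446 ± 165 after MSC (SD, n = 5). This was a log2 fold change of 1.22 (standard error 0.33, FDR = 0.591 from limma), with 4 of 5 STING-MSC joints above every MSC joint. It belongs to a family of similar GTPase genes, between which the counting could split reads. Cxcl10, which encodes an interferon-induced chemokine and overlaps Art3 on the other strand, had a count of 171 ± 251 after STING-MSC and 72.2 ± 35.7 after MSC (SD, n = 5), and the difference was within the spread of the joints (log2 fold change 0.53, exact permutation test, p = 0.651). STING-MSC replicate 3 had a Cxcl10 count of 619, and without it the log2 fold change was −0.15. With all joints, Cxcl10 was past the threshold in DESeq2 on the recovered reads (log2 fold change 1.24, unadjusted p = 0.040). In the list of Figure 3C, all 20 genes were lower after STING-MSC, with log2 fold changes of −2.201 to −0.80. Of these, 4 were past the threshold, and 2 had an FDR of at most 0.05 over the list alone and 0 over all genes in limma. For 16 of the 20 genes, a single MSC joint held most of the summed count of its group, and for 16 MSC replicate 2 was the highest. Fosb (ENSMUSG00000003545, chromosome 7, 19036621 to 19043977), an immediate-early transcription factor gene, had a count of 102 ± 26.4 after STING-MSC and 797 ± 1001 after MSC (SD, n = 5). Its log2 fold change was −2.201 (standard error 0.59, FDR = 0.591 from limma), and it was lower in 5 of 5 STING-MSC joints than in every MSC joint. The fold change was −1.59 without MSC replicate 2, in which the count was 2531. Tnfaip6 (chromosome 2, 51928021 to 51946699), which encodes a hyaluronan-binding protein, had a count of 82.2 ± 37.5 after STING-MSC and 628 ± 1079 after MSC (SD, n = 5), a log2 fold change of −1.67 (exact permutation test, p = 0.0714). Gldn had a log2 fold change of −1.43 (exact permutation test, p = 0.325). Tnfaip6 and Gldn were past the threshold on the recovered reads in edgeR (unadjusted p = 0.017 and 0.022) and DESeq2 (unadjusted p = 0.0039 and 0.0053). For each of them, 17 of 20 alternative settings did not change the result.

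**Figure D2:**
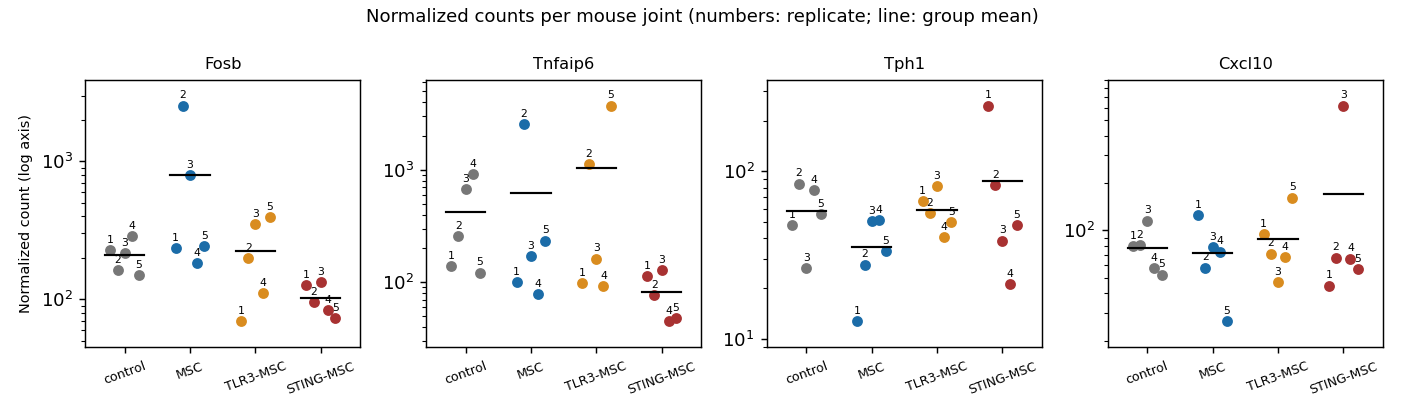
Normalized counts (vertical log axis) of Fosb, Tnfaip6, Tph1 and Cxcl10 in each joint (points, labelled by replicate number) of the 4 treatment groups, with lines at the arithmetic group means. The Fosb mean after MSC rests on MSC replicate 2 at 2531, and the Cxcl10 mean after STING-MSC on replicate 3 at 619.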

Differential gene expression (list of genes, description, unadjusted *p*-value and fold-change of top 20) for upregulated (Figure 3B) and downregulated (Figure 3C) genes in differential analysis results are reported from STING pathway activated-MSC versus MSC treated joints. Pathway analyses show the top 15 upregulated (Figure 3D) and downregulated (Figure 3E) pathways.

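Gene set scores were the mean log2(normalized count + 1) over the genes of a set in each joint, compared by exact permutation of all splits of 5 joints against 5. For the upregulated pathways of Figure 3D, 8 of the 12 Reactome pathways could be tested with an older Reactome collection. All 8 scores were higher after STING-MSC than after MSC, by 0.07 to 0.19 on the log2 scale, and 1 had an unadjusted p of at most 0.05 in the exact test. This was the mitotic spindle checkpoint (18 genes, difference 0.12, exact p = 0.00794, adjusted p = 0.151). The exact p cannot be smaller than this, so a single pathway could not have a smaller adjusted p in this comparison. For the downregulated pathways of Figure 3E, 11 of 13 could be tested and all 11 were lower, with differences of −0.25 to −0.12. Their smallest exact p was 0.563, and the spread between MSC joints was larger than these differences. Of 27 gene sets chosen to cover the paper's themes and the joint's tissues, 0 had an adjusted p of at most 0.05 in the exact test, and 1 had an unadjusted p of at most 0.05. A single one of the 27 sets cannot have an adjusted p under 0.214 in this test. The score of type I interferon-stimulated genes (38 genes) was higher by 0.17 after STING-MSC (exact p = 0.349, adjusted p = 0.811), above the MSC mean in 4 of 5 joints. That of interferon-gamma-induced genes (30 genes) was higher by 0.20 (exact p = 0.675, adjusted p = 0.867), above the MSC mean in 3 of 5 joints, and the difference was −0.07 without STING-MSC replicate 3.

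**Figure D3:**
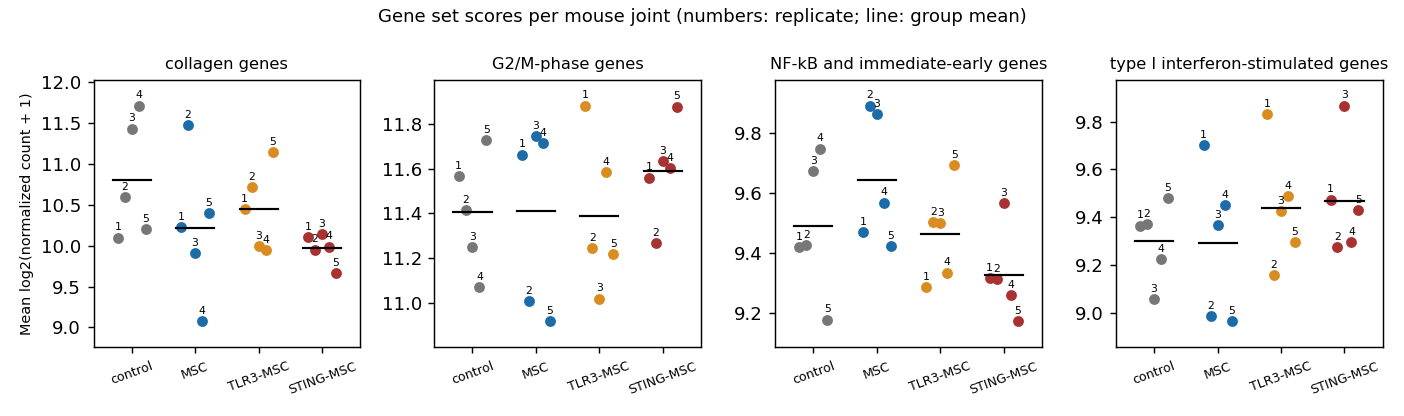
Gene set scores, the mean log2(normalized count + 1) over each set (vertical axis), in each joint (points, labelled by replicate number) of the 4 treatment groups, with lines at the group means. The collagen score was 10.21 ± 0.87 after MSC and 9.97 ± 0.19 after STING-MSC (SD, n = 5).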

**FIGURE 3:**
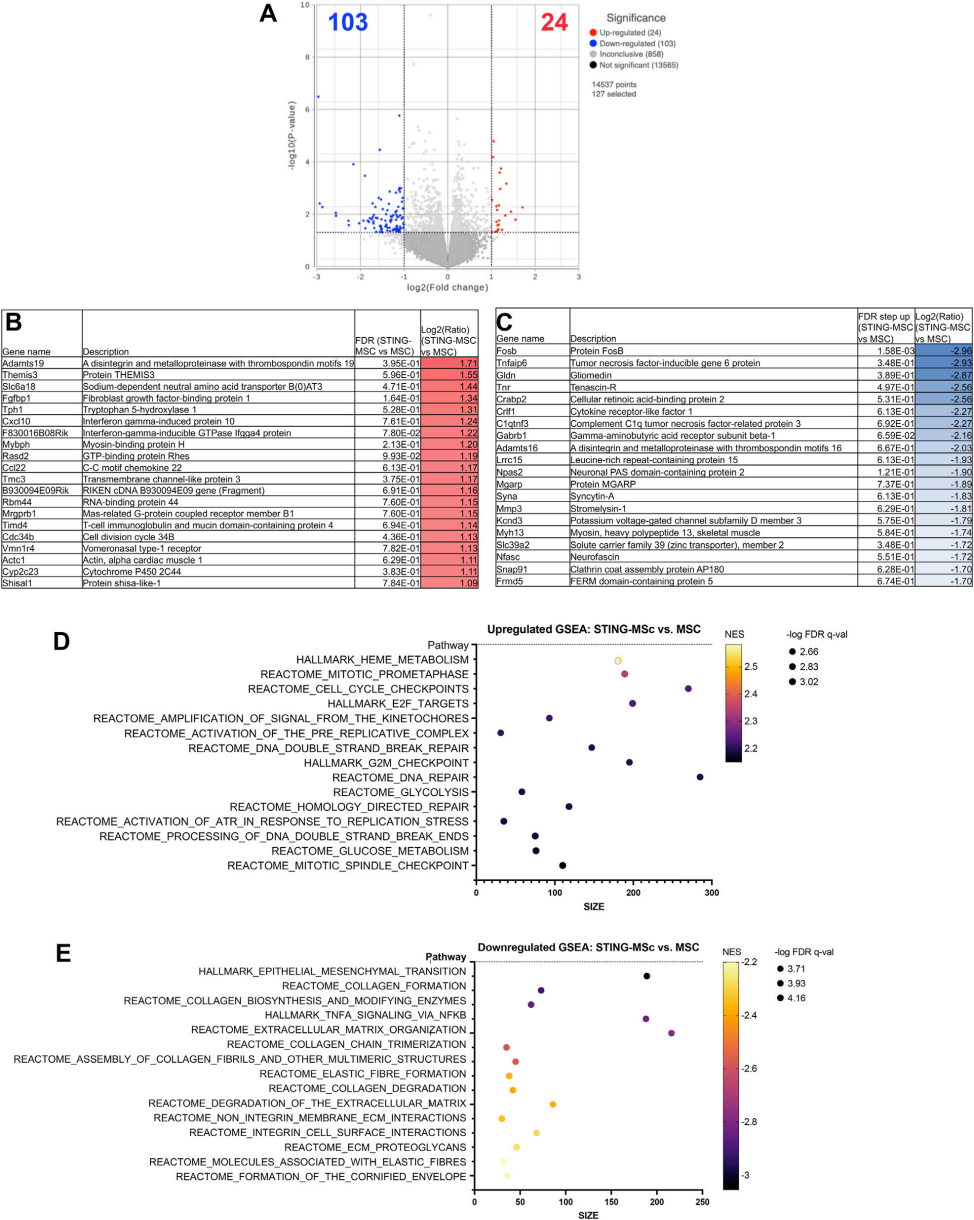
RNA sequencing analysis comparing transcriptomes of joint tissues from mice treated with STING-MSC versus MSC. Volcano plot of transcriptome from *n* = 5 biological replicates of STING-MSC versus MSC treated mouse knee joints **(A)**. X-axis shows fold change and y-axis shows FDR adjusted *p*-value, with significantly upregulated genes shown as red dots and significantly downregulated genes shows as blue dots. Significance defined as FDR ≤0.05 fold change ≥2 or ≤−2. Differential gene expression (list of genes, description, unadjusted *p*-value and fold-change of top 20) for upregulated **(B)** and downregulated **(C)** genes in differential analysis results from STING-MSC versus MSC treated joints. Pathway analyses of differential gene expression were performed using normalized counts from *n* = 5 biological replicates of mice treated with either STING-MSC or MSC alone, indicating the top upregulated **(D)** and downregulated **(E)** pathways. FC, Fold Change; FDR, false discovery rate; MSC, mesenchymal stromal cells; TLR, Toll-Like receptor; STING, Stimulator of Interferon Genes.

Similar findings were also noted in joint tissues of mice treated with TLR3 pathway activated MSC. 

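Between TLR3-MSC and MSC treated joints, 48 genes were higher and 11 were lower, so that 18.6% of these genes were lower. Quantile normalization reversed this balance, with 14 genes higher and 38 lower (73.1% lower), and edgeR's quasi-likelihood test on the recovered reads gave 53 higher and 23 lower (30.3% lower). An unadjusted p of at most 0.05 was reached by 574 genes, or 3.88% of the genes tested. An FDR of at most 0.05 was reached by 0 genes in limma, by 1 in edgeR (Cebpb, chosen after its values were seen) and by 7 in DESeq2 on the recovered reads. Cebpb had the smallest FDR in limma, 0.0878, with a normalized count of 1436 ± 112 (SD, n = 5) after TLR3-MSC, lower in 5 of 5 joints than in every MSC joint, a log2 fold change of −0.80. Of the 48 higher genes, 34 were listed at 0 in MSC replicate 5. Without that joint 12 of the 48 genes were still past the threshold, against 21 to 44 without any other joint of these groups.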

For example, Comparison of knee joint tissues from TLR3 pathway activated-MSC to MSC treated animals demonstrated significant upregulation of 16 genes and downregulation of 26 genes (significance defined as fold change ≥2 or ≤ −2 or *P* value ≤ 0.05) (Figure 4A). Differential gene expression (list of genes, description, unadjusted *p*-value and fold-change of top 20) for upregulated (Figure 4B) and downregulated (Figure 4C) genes in differential analysis results from TLR3-MSC versus MSC treated joints are reported. 

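Of the 16 genes in Figure 4B, 13 were analysed here, and all 13 were higher after TLR3-MSC than after MSC, with log2 fold changes of 0.70 to 1.58. Of these, 2 were past the threshold, and 1 had an FDR of at most 0.05 over the list alone and 0 over all genes in limma. For 8 of the 13 genes a single TLR3-MSC joint held most of the summed count of its group, and for 9 TLR3-MSC replicate 4 was the highest. Calm4 (ENSMUSG00000033765, chromosome 13, 3887757 to 3888674), a calmodulin-like gene of the epidermis, had a normalized count of 178 ± 330 (SD, n = 5) after TLR3-MSC and 24.1 ± 25.3 (SD, n = 5) after MSC. Its log2 fold change was 1.44 (standard error 1.203, exact permutation test, p = 0.373), and 0.36 without TLR3-MSC replicate 4, in which the count was 765. S100a14 (chromosome 3, 90434163 to 90436145) had counts of 52.1 ± 86.8 and 10.5 ± 9.25 (SD, n = 5), a log2 fold change of 1.58 (exact permutation test, p = 0.214). Krt79 (chromosome 15, 101837767 to 101848760), a keratin gene, had counts of 78.5 ± 127 and 18.3 ± 11.7 (SD, n = 5), a log2 fold change of 1.09 (exact permutation test, p = 0.365). For these 3 genes the difference was within the spread of the joints in the exact test. On the recovered reads all 3 were past the threshold in edgeR (unadjusted p = 0.033, 0.028 and 0.022) and DESeq2 (unadjusted p = 0.014, 0.012 and 0.010). For each gene, 17 of 20 alternative settings did not change the result. In Figure 4C, 17 of the 20 genes were analysed here and all 17 were lower, with log2 fold changes of −1.57 to −0.58. Of these, 10 were past the threshold, and 6 had an FDR of at most 0.05 over the list alone and 0 over all genes in limma. Gm6525 (ENSMUSG00000104043, chromosome 3, 84081411 to 84082440), a predicted gene within Trim2 on the other strand, had a count of 10.2 ± 3.68 after TLR3-MSC and 33.3 ± 17.4 after MSC (SD, n = 5). Its log2 fold change was −1.54 (standard error 0.35, FDR = 0.686 from limma), and it was lower in 5 of 5 TLR3-MSC joints than in every MSC joint. Fosb had a count of 225 ± 143 after TLR3-MSC (SD, n = 5), a log2 fold change of −1.32 (exact permutation test, p = 0.159). Edn3 had counts of 5.89 ± 3.34 and 19.1 ± 24.8 (SD, n = 5), a log2 fold change of −1.04 (exact permutation test, p = 0.175). On the recovered reads Edn3 was past the threshold in edgeR (unadjusted p = 0.027) and DESeq2 (unadjusted p = 0.016).

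**Figure D4:**
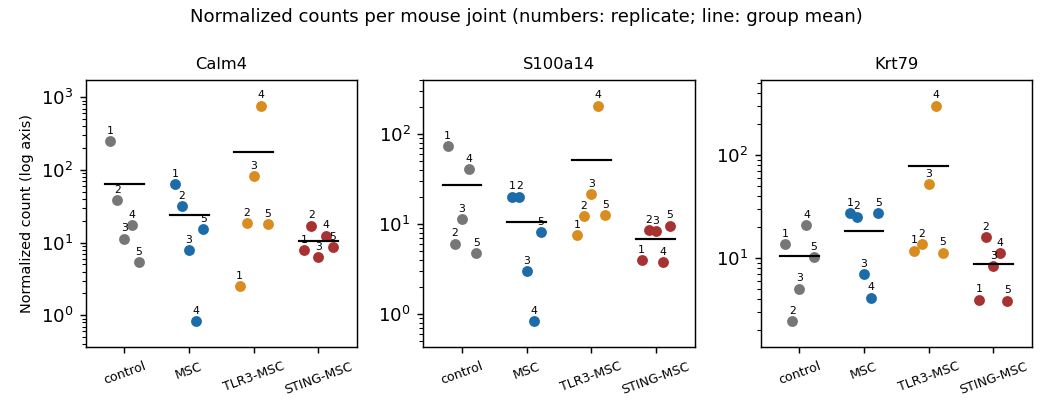
Normalized counts (vertical log axis) of Calm4, S100a14 and Krt79 in each joint (points, labelled by replicate number) of the 4 treatment groups, with lines at the arithmetic group means. TLR3-MSC replicate 4 had the highest count of each gene, 765 for Calm4, 207 for S100a14 and 303 for Krt79.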

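Of the Reactome pathways upregulated after TLR3-MSC in Figure 4D, 4 of 8 could be tested, and their scores were higher than after MSC by 0.10 to 0.40 on the log2 scale. The smallest exact p was 0.135, for biogenesis and trafficking of Wnt ligands (18 genes, difference 0.40, adjusted p = 0.685). Of the downregulated pathways in Figure 4E, 11 of 13 could be tested, and all 11 were lower, with differences of −0.14 to −0.06. Their smallest exact p was 0.325, for nonsense-mediated decay independent of the exon junction complex (85 genes, difference −0.08). Among the 27 gene sets, 0 had an adjusted p of at most 0.05 and 0 an unadjusted p of at most 0.05 in the exact test. Ribosomal protein genes (78 genes) differed by −0.09 (exact p = 0.270) and neutrophil granule genes (27 genes) by −0.18 (exact p = 0.373), each below the MSC mean in 4 of 5 joints. Respiratory chain genes (63 genes) differed by −0.09 (exact p = 0.683), and by 0.03 without TLR3-MSC replicate 1. T-cell receptor genes (20 genes) differed by −0.01 (exact p = 0.976) and by 0.11 without MSC replicate 1. Interferon-gamma-induced genes differed by −0.12 (exact p = 0.405) and type I interferon-stimulated genes by 0.15 (exact p = 0.437). Epidermal genes (27 genes, none of them in the lists of Figures 3 to 5) were higher by 1.59 (exact p = 0.190), with scores of 5.85 ± 2.51 after TLR3-MSC and 4.26 ± 1.41 after MSC (SD, n = 5).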

Pathway analyses highlighted the top 15 upregulated (Figure 4D) and top 15 downregulated (Figure 4E) pathways.

**FIGURE 4:**
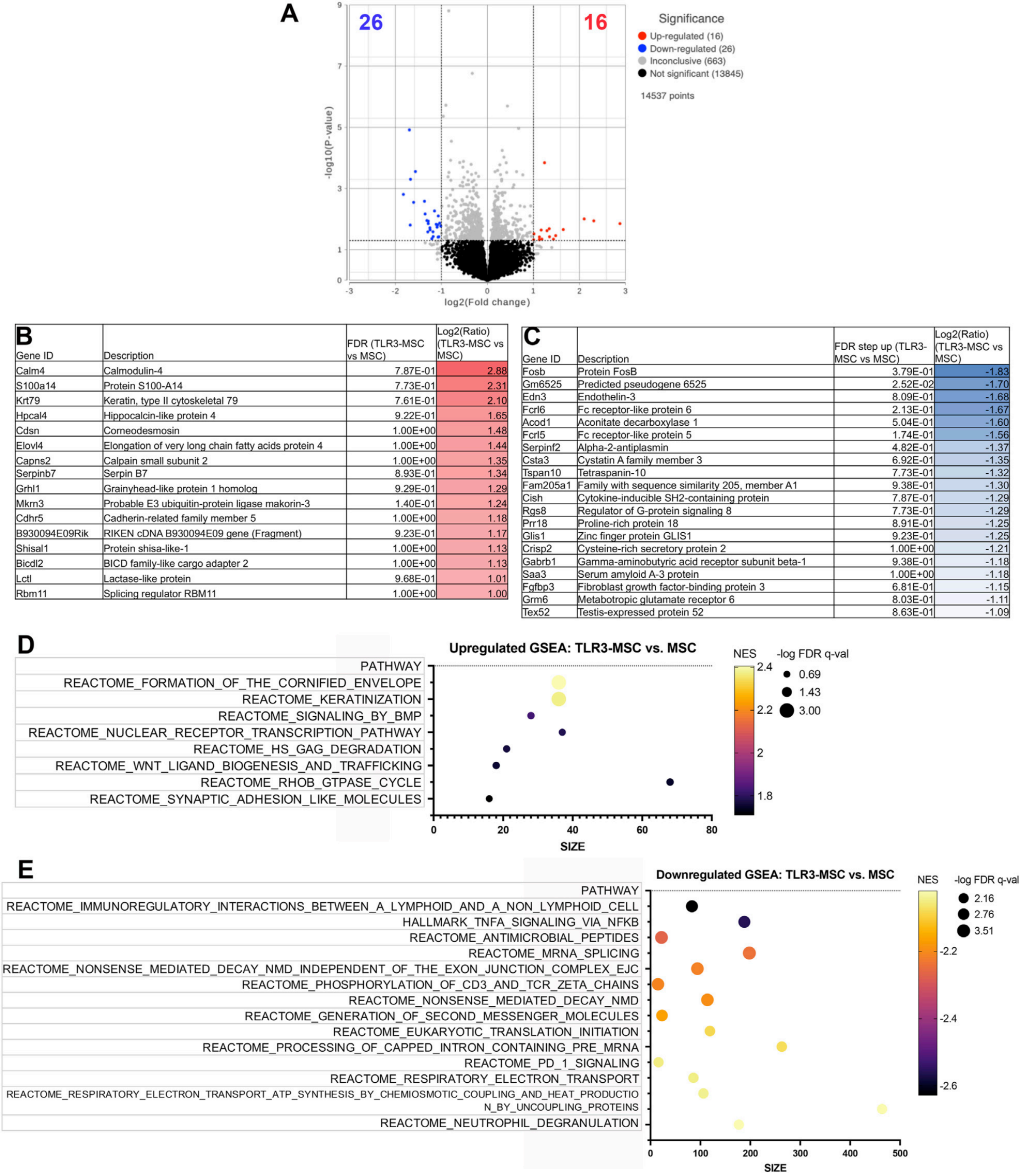
RNA sequencing analysis comparing transcriptomes of joint tissues from mice treated with TLR3-MSC versus MSC. Volcano plot of transcriptome from *n* = 5 biological replicates of TLR3-MSC versus MSC treated mouse knee joints **(A)**. X-axis shows fold change and y-axis shows FDR adjusted *p*-value, with significantly upregulated genes shown as red dots and significantly downregulated genes shows as blue dots. Significance defined as FDR ≤0.05 fold change ≥2 or ≤−2. Differential gene expression (list of genes, description, unadjusted *p*-value and fold-change of top 20) for upregulated **(B)** and downregulated **(C)** genes in differential analysis results from TLR3-MSC versus MSC treated joints. Pathway analyses of differential gene expression were performed using normalized counts from *n* = 5 biological replicates of mice treated with either TLR3-MSC or MSC alone, indicating the top upregulated **(D)** and downregulated **(E)** pathways. FC, Fold Change; FDR, false discovery rate; MSC, mesenchymal stromal cells; TLR, Toll-Like receptor; STING, Stimulator of Interferon Genes.

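Between STING-MSC and TLR3-MSC treated joints, 9 genes were higher and 83 were lower, so that 90.2% of these genes were lower. Quantile normalization gave 26 higher and 56 lower (68.3% lower), and edgeR's quasi-likelihood test on the recovered reads gave 11 higher and 223 lower. An unadjusted p of at most 0.05 was reached by 380 genes, or 2.57% of the genes tested, and an FDR of at most 0.05 by 0 genes in limma. The smallest FDR in limma was 0.890. DESeq2 on the recovered reads gave 3 genes with an FDR of at most 0.05, the epidermal genes Abca12, Flg2 and Lce1m, which were named after their values were seen. Of the 83 lower genes, 20 were still past the threshold without STING-MSC replicate 5, 25 without TLR3-MSC replicate 5 and 37 without TLR3-MSC replicate 2, against 45 to 77 without any other joint of these groups.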

Direct comparison of knee joint tissues from STING pathway activated-MSC versus TLR3 pathway activated-MSC treated animals demonstrated significant upregulation of 15 genes and downregulation of 190 genes (significance defined as fold change ≥2 or ≤ −2 or *P* value ≤ 0.05) (Figure 5A). A Venn diagram of differentially expressed genes for each comparison group is illustrated in Figure 5B. 

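Of the genes past the threshold against MSC, 66 were called for STING-MSC alone, 50 for TLR3-MSC alone and 9 for both. Of these 9 genes, 8 were higher in both comparisons and 1, Fosb, was lower in both. Both comparisons use the same 5 MSC joints, and 6 of the 9 genes were listed at 0 in MSC replicate 5. The log2 fold changes of the comparisons correlated with r = 0.32 across genes, which are not independent replicates. Because both fold changes subtract the same MSC joints, a positive r arises without any treatment effect, so this value cannot show agreement.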

Differential gene expression (list of genes, description, unadjusted *p*-value and fold-change of top 20) for upregulated (Figure 5C) and downregulated (Figure 5D) genes in differential analysis results from STING-MSC versus TLR3-MSC treated joints indicating the top 15 upregulated (Figure 5E) and downregulated (Figure 5F) pathways.

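Of the 20 genes in Figure 5C, 15 were analysed here, and all 15 were higher after STING-MSC than after TLR3-MSC, with log2 fold changes of 0.56 to 1.41. Of these, 7 were past the threshold, and 7 had an FDR of at most 0.05 over the list alone and 0 over all genes in limma. The interferon-induced genes Gbp6 (chromosome 5, 105418568 to 105441565) and Tgtp2 (chromosome 11, 48948021 to 48955034) had log2 fold changes of 0.56 (exact permutation test, p = 0.357) and 0.64 (exact permutation test, p = 0.222). The Gbp6 count was 155 ± 170 after STING-MSC and 77.01 ± 15.1 after TLR3-MSC, and the Tgtp2 count was 471 ± 452 and 243 ± 79.04 (SD, n = 5). Both genes have similar copies, with which the counting could share reads, and both were highest in STING-MSC replicate 3, at 459 and 1275, and the log2 fold changes were 0.05 and 0.19 without it. With all joints, Gbp6 was past the threshold in DESeq2 on the recovered reads (log2 fold change 1.02, unadjusted p = 0.025). In Figure 5D, all 20 genes were lower, with log2 fold changes of −2.33 to −1.42. Of these, 9 were past the threshold, and 0 had an FDR of at most 0.05 over the list alone or over all genes in limma. For 14 of the 20 genes a single TLR3-MSC joint held most of the summed count of its group, and for 16 TLR3-MSC replicate 5 was the highest. Tnfaip6 had a count of 1036 ± 1557 after TLR3-MSC (SD, n = 5), with 3712 in replicate 5, and a log2 fold change of −2.25 (standard error 1.00, exact permutation test, p = 0.0556). Calm4 had a log2 fold change of −1.83 (exact permutation test, p = 0.222), and Krt79 one of −1.93 (exact permutation test, p = 0.0635). On the recovered reads Calm4 was past the threshold in edgeR (unadjusted p = 0.0070) and DESeq2 (unadjusted p = 0.00057). All 8 tested Reactome pathways of Figure 5E were higher after STING-MSC, by 0.05 to 0.22 on the log2 scale, with a smallest exact p of 0.135. All 11 tested pathways of Figure 5F were lower, with differences of −0.53 to −0.15, and 5 had an unadjusted p of at most 0.05 in the exact test. Extracellular matrix degradation (94 genes) had the smallest, with a difference of −0.43 (exact p = 0.00794, adjusted p = 0.151), and 0 pathways had an adjusted p of at most 0.05 in the exact test. A single pathway could not have an adjusted p under 0.151 in this test, so the adjusted values do not speak against these pathways. Among the 27 gene sets, epidermal genes differed by −2.25 (exact p = 0.0159, adjusted p = 0.429) and fibroblast genes (22 genes) by −0.64 (exact p = 0.0476, adjusted p = 0.429), each below the TLR3-MSC mean in 5 of 5 STING-MSC joints.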

**FIGURE 5:**
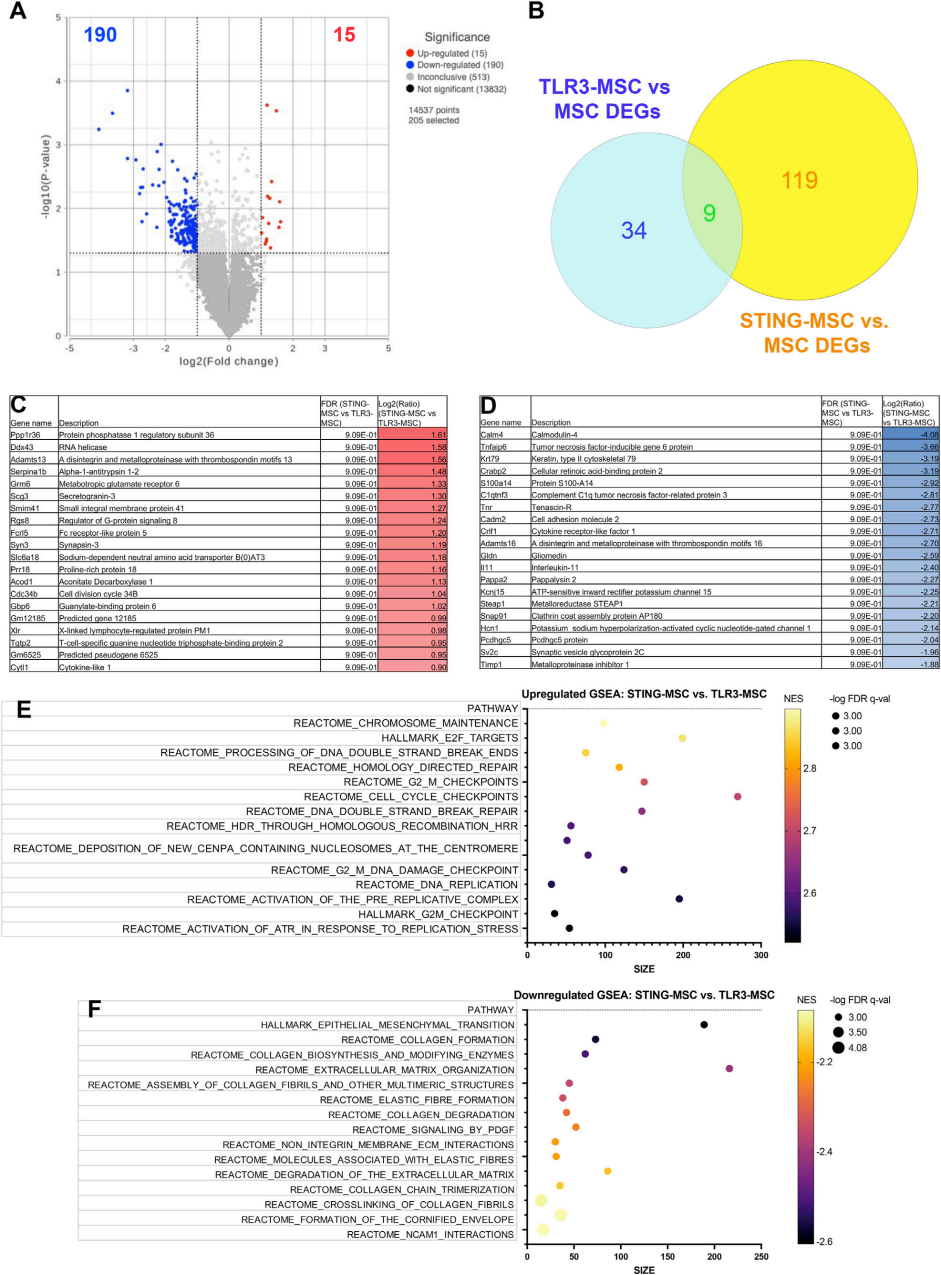
RNA sequencing analysis comparing transcriptomes of joint tissues from mice treated with STING-MSC versus TLR3-MSC. Volcano plot of transcriptome from *n* = 5 biological replicates of TLR3-MSC versus MSC treated mouse knee joints **(A)**. X-axis shows fold change and y-axis shows FDR adjusted *p*-value, with significantly upregulated genes shown as red dots and significantly downregulated genes shows as blue dots. Significance defined as FDR ≤0.05 fold change ≥2 or ≤−2. Venn diagram of differentially expressed genes for each comparison group and to resting MSC **(B)**. Differential gene expression (list of genes, description, unadjusted *p*-value and fold-change of top 20) for upregulated **(C)** and downregulated **(D)** genes in differential analysis results from TLR3-MSC versus MSC treated joints. Pathway analyses of differential gene expression were performed using normalized counts from *n* = 5 biological replicates of mice treated with either TLR3-MSC or MSC alone, indicating the top upregulated **(E)** and downregulated **(F)** pathways. FC, Fold Change; FDR, false discovery rate; MSC, mesenchymal stromal cells; TLR, Toll-Like receptor; STING, Stimulator of Interferon Genes.

### Impact of treatment on histologic joint scoring

We also evaluated the impact of intra-articular treatment on joint pathology according to an updated quantitative joint-wide histopathological scoring system developed for murine post-traumatic osteoarthritis models (Haubruck et al., 2023). Medial and lateral scores were assigned for synovitis scores and for the femur and tibia individually, which were combined to obtain the overall medial and lateral scores that were added to achieve the total joint score. In animals that underwent the DMM procedure but with no treatment, there was synovitis, fibrillation, clefts in the medial and/or lateral compartments, and, in some instances, osteophytes on the medial aspect of the joint (representative images, Figure 6).

**FIGURE 6:**
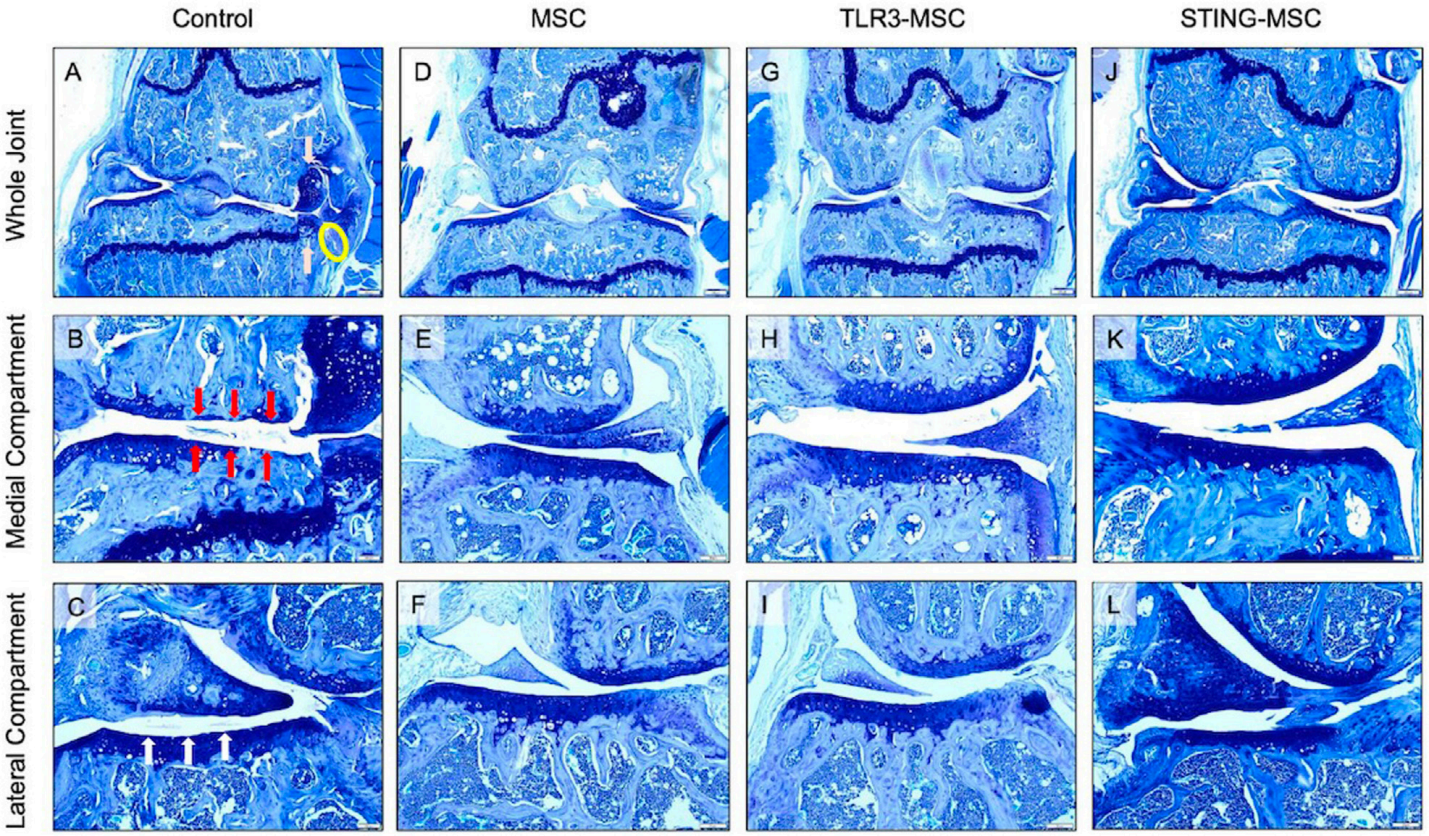
Histologic representative images of mouse knees at endterm. Toluidine blue photomicrographs from (left to right) control (needle insertion alone), MSC, TLR3-MSC, and STING-MSC treated (right) limbs. Low magnification (×4) images of whole knee joints from (left to right) control **(A)**, MSC **(D)**, TLR3-MSC **(G)**, and STING-MSC **(J)** treated joints. Higher magnification (×10) images presented for evaluation of the medial compartment of (left to right) control **(B)**, MSC **(E)**, TLR3-MSC **(H)**, and STING-MSC **(K)** treated joints. Additional higher magnification image for evaluation of the lateral compartment for control **(C)**, MSC **(F)**, TLR3-MSC **(I)** and STING-MSC **(L)** treated joints. **(A,D,G,J)** 4x, scale bar = 200 μm; **(B,C,E,F,H,I,K,L)** 10x, scale bar = 20 μm. Pink arrows represent mostly cartilagenous osteophytes. The yellow circle indicates synovitis. Red arrows highlight areas of cartilage loss to below the calcified layer. White arrows outline a roughened cartilage surface, as well as fibrillation. MSC, mesenchymal stromal cells; TLR, Toll-Like receptor; STING, Stimulator of Interferon Genes.

Total and individual compartment joint scores were significantly improved by treatment with non-activated MSC. Specifically, we observed that compared to treatment with non-activated MSC, treatment with either TLR3 or STING pathway activated MSC exerted a significantly greater improvement in overall joint structure. For example, Overall joint scores (*p* = 0.0003, *p* = 0.05) and medial compartment scores (*p* = 0.0003, *p* = 0.05) were improved in STING-MSC treated joints compared to control and MSC-treated, respectively (Figures 7A,B). Lateral compartment scores were also improved in STING-MSC treated vs control joints (*p* = 0.001) (Figure 7C). Overall joint and medial compartment scores (*p* = 0.05, *p* = 0.05) were improved in TLR3-MSC treated joints compared to control joints. Additional scored and individual OARSI parameters for tibia, femur, and synovium in the medial (Figures 7D–F) and lateral compartments (Figures 7G–I) are presented. These findings indicate that activation of MSC with either of two different innate immune pathway agonists exerted an important positive impact on the effectiveness of the MSC for improvement of overall joint structure and function following PTOA, compared to treatment with non-activated MSC.

**FIGURE 7:**
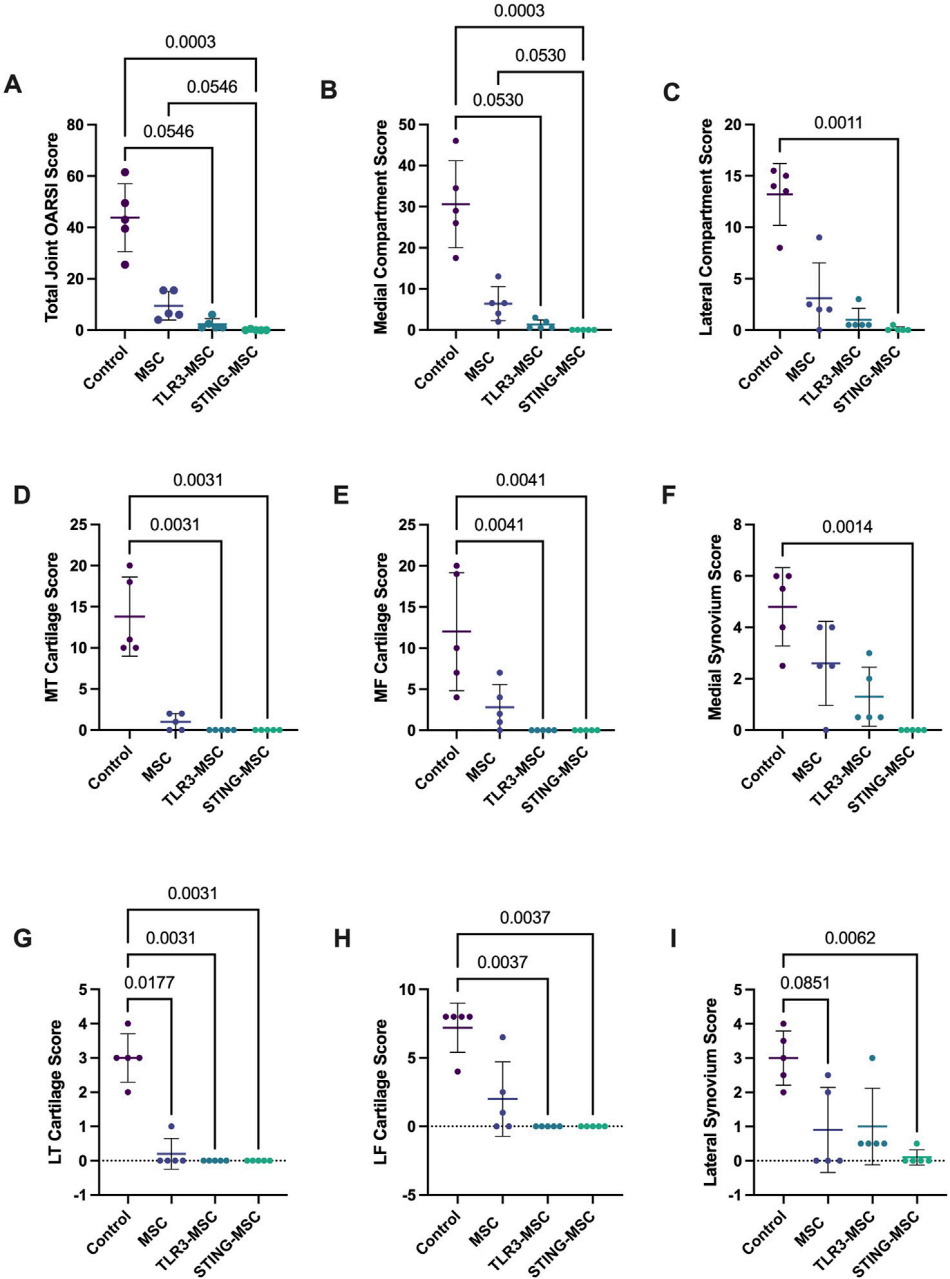
OARSI histopathology scores. Scoring of histology slides was performed following DMM surgery and treatment with control (needle insertion alone), MSC, TLR3-MSC, or STING-MSC. Parameters listed include whole joint OARSI total score **(A)**, medial compartment total score **(B)**, lateral compartment total score **(C)**, medial tibial cartilage score **(D)**, medial femoral cartilage **(E)**, medial synovium score **(F)**, lateral tibial cartilage score **(G)**, lateral femoral cartilage score **(H)**, lateral synovium score **(I)**. Significant differences noted with *p* values < 0.05. MSC, mesenchymal stromal cells; TLR, Toll-Like receptor; STING, Stimulator of Interferon Genes.

## Discussion

Intra-articular mesenchymal stromal cell products have demonstrated therapeutic potential in preclinical models of OA previously with varied results reported for efficacy. The findings reported here add to the body of literature regarding the use of regenerative therapies to treat OA, highlighting the potential for STING agonism of MSCs to enhance both functional outcomes and structural joint integrity while promoting transcriptional pathways favoring tissue repair. This was demonstrated via significant improvement in voluntary movement parameters (adjusted time mobile, maximum speed, time spent in hut) (Figure 2) and differential gene expression in joint tissues favoring a tissue healing environment with upregulated genes associated with remodeling, cell proliferation and angiogenesis (Figures 3–5). 

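For angiogenesis, the score of 26 endothelial and angiogenesis genes was 9.32 ± 0.17 after STING-MSC and 9.58 ± 0.32 after MSC (SD, n = 5), a difference of −0.26 on the log2 scale (exact permutation test, p = 0.151, adjusted p = 0.811), below the MSC mean in 4 of 5 joints. After TLR3-MSC the score was 9.50 ± 0.29, a difference of −0.08 (exact permutation test, p = 0.698, adjusted p = 0.976). Against control joints, the difference was −0.45 after STING-MSC (exact permutation test, p = 0.0159, adjusted p = 0.171). Fibroblast genes differed by −0.28 between STING-MSC and MSC (exact permutation test, p = 0.540) and by 0.36 between TLR3-MSC and MSC (exact permutation test, p = 0.484), both within the spread of the joints. The paper states that the differential gene expression favored a tissue healing environment, with upregulated genes of remodeling, cell proliferation and angiogenesis.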

Importantly, all MSC treated groups also showed improved cartilage integrity and synovial scores compared to control animals (Figures 6, 7).

Pattern recognition receptors (PRRs) play a key role in immune and sensory nervous system regulation of pain and inflammation in injury (Rodriguez-Palma et al., 2024). Following tissue damage, PRRs on immune cells are activated to initiate an inflammatory response and sensory neurons concurrently sense these signals PRR expression themselves. In this environment, stimulator of IFN genes (STING) has been recognized as a regulator of pain signaling, where activation of STING receptors has been demonstrated to result in production of type I IFNs in immune cells and sensory neurons and subsequently to elicit antinociceptive effects in neuropathic mice (Donnelly et al., 2021; Sun et al., 2022; Wang et al., 2021; Ishikawa and Glen, 2008). Conversely, deletion of the STING gene has been shown to result in mechanical allodynia (Donnelly et al., 2021). While seemingly counterintuitive to induce production of pro-inflammatory mediators associated with further pain propagation, recent evidence indicates that inflammation can contribute to resolution of pain through further induction of counter-regulatory anti-inflammatory mediators (Sugimoto et al., 2016). Studies exploring the STING pathway elicited type I IFN (INF-α, IFN-β) signaling to alleviate pain have yielded conflicting results, indicating STING agonism and type I IFN production can be both pro- and anti-inflammatory depending on the context in which they are evaluated. For example, STING agonism has produced antinociceptive effects in the central nervous system while STING agonists or recombinant IFN-α injected peripherally have also elicited nociceptive behaviors suggesting pain induction (Liu et al., 2016; Barragan-Iglesias et al., 2020; Fitzgibbon et al., 2019; Franco-Enzastiga et al., 2024). In a rodent model of inflammatory pain, inflammation-induced activation of STING in dorsal root ganglia nociceptors reduced pain-like behaviors (Defaye et al., 2024). Using a gain-of-function STING mutation model, INF-α regulation of voltage-gated potassium channels was identified as the mechanism behind this observed reduction in pain (Defaye et al., 2024). In this study, as the STING-activated MSC themselves likely only persist transiently in the joint, their demonstrated mechanism of action is likely to result from paracrine effects lasting long after the innate immune activated MSC have been cleared. Potential paracrine effects revealed by the transcriptomic studies (Figures 3–5) of joint tissues from animals treated with either TLR3 or STING pathway activated MSC include induction of anabolic processes within joint tissues, suppression of ongoing joint inflammation, and stimulation of joint reparative processes. In addition, cytokines (especially IFNs) secreted by the innate immune activated MSC may have elicited activation of immune counter-regulatory immune responses that further suppressed joint inflammation.

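The score of S-phase genes (43 genes) was 10.74 ± 0.17 after STING-MSC, 10.55 ± 0.45 after MSC and 10.53 ± 0.40 after TLR3-MSC (SD, n = 5). STING-MSC was higher by 0.19 than MSC (exact permutation test, p = 0.421) and by 0.21 than TLR3-MSC (exact permutation test, p = 0.317), differences smaller than the spread of the MSC and TLR3-MSC joints. G2/M-phase genes (54 genes) were higher by 0.18 and 0.20 than after MSC and TLR3-MSC (exact p = 0.381 and 0.278), and genes of the pre-replicative complex (28 genes) by 0.17 and 0.22 (exact p = 0.421 and 0.246). Homologous recombination genes (29 genes), which repair DNA double-strand breaks, were higher by 0.16 and 0.19 (exact p = 0.373 and 0.286). Each of these scores was above the mean of the compared group in 4 of 5 STING-MSC joints, and the smallest adjusted p was 0.593 over the 27 sets of each comparison in the exact test. Collagen genes (41 genes) differed by −0.25 from MSC (exact p = 0.595, adjusted p = 0.846) and by −0.48 from TLR3-MSC (exact p = 0.103, adjusted p = 0.557). Elastic fibre genes (22 genes) differed by −0.24 from MSC (exact p = 0.595) and by −0.56 from TLR3-MSC (exact p = 0.0873), and matrix protease genes (38 genes) by −0.21 (exact p = 0.540) and −0.45 (exact p = 0.0317, adjusted p = 0.429). These matrix scores were below the mean of the compared group in 5 of 5 STING-MSC joints. Without MSC replicate 2, the differences from MSC were 0.07 for collagen genes, 0.08 for elastic fibre genes and 0.02 for matrix protease genes. Against control joints, collagen genes differed by −0.84 (exact p = 0.0238, adjusted p = 0.171) after STING-MSC.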

When comparing differentially expressed genes and transcriptomic pathway analyses between treatment groups in this study, treatment of joints with STING pathway activated MSC resulted in upregulation of gene pathways associated with cell cycle activation, proliferation, DNA damage response and repair, and downregulation of genes associated with extracellular matrix, most likely driven by osteoclast, synovial fibroblasts or chondrocytes. Several gene signatures emerged as being potentially particularly relevant to how these two immune pathways (TLR3 and STING pathways) might be functioning to improve joint function. Particularly in the downregulated pathways, significant overlapping gene sets were found between the STING and TLR groups. 

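NF-kB and immediate-early genes (63 genes), which respond to TNF, had a score of 9.32 ± 0.15 after STING-MSC, 9.46 ± 0.16 after TLR3-MSC and 9.64 ± 0.22 after MSC (SD, n = 5). The difference from MSC was −0.32 for STING-MSC (exact permutation test, p = 0.0238, adjusted p = 0.643 over 27 sets), below the MSC mean in 5 of 5 joints. For TLR3-MSC it was −0.18 (exact permutation test, p = 0.190, adjusted p = 0.976), below the MSC mean in 4 of 5 joints. Genes of inflammatory cytokines and their receptors (44 genes) differed by 0.03 for STING-MSC (exact p = 0.810) and 0.01 for TLR3-MSC (exact p = 0.913), and the sign of both changed under quantile normalization. Hypoxia genes (30 genes) differed by −0.02 (exact p = 0.881) and −0.03 (exact p = 0.746), and both signs changed when single joints were left out. The hypoxia-inducible factor gene Hif1a (ENSMUSG00000021109, chromosome 12, 73948149 to 73994305) had a normalized count of 1833 ± 80.3 after STING-MSC, 2375 ± 807 after TLR3-MSC and 2286 ± 829 after MSC (SD, n = 5), with 3738 in MSC replicate 2. Its log2 fold change against MSC was −0.26 for STING-MSC (exact permutation test, p = 0.214) and 0.06 for TLR3-MSC (exact permutation test, p = 0.865), the latter negative without MSC replicate 4 or TLR3-MSC replicate 5. The p53 target genes (28 genes) differed by −0.03 (exact p = 0.389) for STING-MSC and by 0.03 (exact p = 0.563) for TLR3-MSC, the latter negative under quantile normalization. Senescence genes (22 genes) differed by −0.07 (exact p = 0.341) and −0.04 (exact p = 0.532). With the median over the genes in place of the mean, both senescence differences were positive. The paper's statements on hypoxia and p53 rest on gene set enrichment analysis (GSEA) of larger sets, which was not repeated here, so the measures differ. Its normalized enrichment scores for STING-MSC against MSC are −2.09 for hypoxia (189 genes, GSEA FDR = 0.000877) and −1.75 for p53 (195 genes, GSEA FDR = 0.0421). Those for TLR3-MSC against MSC are −1.51 (GSEA FDR = 0.197) and −1.31 (GSEA FDR = 0.350).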

For example, downregulation of inflammatory and cytokine signaling (biocarta TNFR2, Hallmark IL2 STAT5, Hallmark TNFA, Hallmark inflammatory response) (Supplementary Figure S2); as well as downregulation of cellular stress and senescence (Hallmark hypoxia, p53, UV response and Reactome oncogene induced senescence). Suppression of senescence in fact has been a much-explored area in the reversal of joint damage and treatment of arthritis (Han et al., 2024; Jinjin et al., 2022). HIF1a (Hypoxia-inducible factor-1alpha) and other hypoxia associated genes are also linked to OA related degeneration (Zhang et al., 2025; Zhang and Kong, 2023).

As discussed, IFN-related genes have been previously implicated in the resolution of inflammatory pain (Love et al., 2024), although the role of type I IFNs in this regard remains controversial with reports supporting both pro- and anti-nociceptive actions of IFN-α and IFN-β (Tan et al., 2021). Other potential functions of upregulated IFN pathways in slowing joint degeneration include stimulation of counter-regulatory immune pathways (e.g., IDO pathway, PD-L1 and other checkpoint molecule expression, expansion of Tregs, recruitment of immune suppressive monocytes), all of which may contribute to reducing joint inflammation and preserving cartilage integrity, and suppression of deleterious vascular responses by suppressing abnormal angiogenesis (Rodriguez-Palma et al., 2024). Importantly, a recent publication also highlighted the role of IFN-g in stimulating cartilage regeneration (Kim et al., 2024). Other IFN-regulated pathways may also be involved in improved joint function following injection of activated MSC. For example, alterations in tryptophan metabolism have been previously associated with occurrence and development of OA (Yang et al., 2024). In joints of STING pathway activated-MSC treated mice, one of the most upregulated genes was encoding tryptophan 5-hydroxylase, an enzyme essential to synthesis of the neurotransmitter serotonin. 

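Tph1 (ENSMUSG00000040046, chromosome 7, 46294065 to 46321962), which encodes tryptophan hydroxylase, had a normalized count of 87.5 ± 91.7 after STING-MSC, 59.0 ± 15.9 after TLR3-MSC and 35.2 ± 16.3 after MSC (SD, n = 5). The log2 fold change of STING-MSC against MSC was 0.92 (standard error 0.51, FDR = 0.938 from limma), and 2 of 5 STING-MSC joints were above every MSC joint (exact permutation test, p = 0.230). STING-MSC replicate 1 had a count of 246.5, and the lowest STING-MSC joint had 21.2. With each joint left out in turn, the log2 fold change was between 0.42 and 1.29. Tph1 was past the threshold on the recovered reads in edgeR (log2 fold change 1.29, unadjusted p = 0.0249, FDR = 0.920) and DESeq2 (log2 fold change 1.31, unadjusted p = 0.0116, FDR = 0.531), and in limma without STING-MSC replicate 4 (unadjusted p = 0.0175, FDR = 0.970). Under the alternatives its FDR was 0.524 or more. TLR3-MSC against MSC gave 0.84 (exact permutation test, p = 0.0556), with 3 of 5 joints above every MSC joint. Control joints had Tph1 counts of 26.4 to 84.6, and MSC joints of 12.7 to 51.1. The TLR3-MSC counts of 40.4 to 81.8 lay within the control range, and of the STING-MSC joints only replicate 1 was above it. The differences from MSC therefore do not show a rise above control joints.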

Tryptophan metabolite disturbances have been associated with erosive hand osteoarthritis in people (Binvignat et al., 2023) and conversely, supplementation of tryptophan metabolites including 5-hydroxytryptophan have been shown to suppress inflammation and arthritis through suppression of pro-inflammatory mediator production in a rodent inflammatory collagen-induced arthritis model (Yang et al., 2015). In this study, we observed enhanced mobility in animals treated with immune activated MSC suggesting alleviation of pain, limited structural disease progression in joints evidenced by improved histologic scores (Figures 6, 7). Further investigation into the mechanisms by which induction of inflammatory pathways with STING agonism reduces pain and limits disease progression in the context of OA may lead to new insights to improve our approaches to treat chronic persistent musculoskeletal pain in animals and humans with a variety of different types of OA.

Loss of mobility and articular associated pain are primary reasons for individuals with OA to seek treatment. Therefore, cage monitoring, or “open field testing” of functional activity which we performed here can offer insights as to voluntary behavior and mobility differences relative to baseline as an indication of pain following injury. In this study, by 8 weeks post-DMM surgery, mice injected with two doses of STING-MSC demonstrated increased activity, evidenced by greater adjusted time mobile and less time in their security huts, implying potential differences in clinical or pain responses between groups (Figure 2). Additionally, STING-MSC treated animals exhibited the greatest number of entries to the top of their hut compared to other treatment groups, which reached significance compared to TLR-MSC treated mice at week 6. In this hindlimb injury model, this may indicate an increased willingness to climb, use and propel off the injured limb to enter the top of the hut, potentially indicating earlier return to full hind limb function. It is acknowledged that while cage monitoring or open-field testing in rodent models implies pain following injury, these methods to assess voluntary behavior do not necessarily correlate to pain or mobility experienced by humans. However, the findings reported here do support previous studies in humans where intra-articular cellular based therapies have been reported to decrease pain and improve functionality in knee OA, resulting in increased physical wellness overall (El-Kadiry et al., 2022; Anz et al., 2020).

Histopathology remains the gold standard in animal models to assess structural disease in OA pathology characterized by progressive articular cartilage degradation and osteophyte development (Zaki et al., 2022; Newman et al., 2022; Aigner et al., 2010). In small animal (i.e., rodent) species, evaluation of the entire joint in a single plane allows simultaneous examination of the entire joint, including pathological changes in cartilage degradation, synovial inflammation and fibrosis, meniscal tearing and bone remodeling including marginal osteophytes or enthesiophytes and subchondral sclerosis. Multiple scoring systems have been reported for histopathological evaluation of the mouse knee OA (Glasson et al., 2010; Chambers et al., 1997; Little et al., 2009; McNulty et al., 2011; Sampson et al., 2011; Pinamont et al., 2020; Armstrong et al., 2021), with the destabilization of the medial meniscus (DMM) model presented here representing a reproducible animal model that allows longitudinal evaluation of disease. Haubruck et al. further developed a semi-quantitative mouse OA histopathology scoring system to grade cartilage as well as synovium, meniscus, cruciate ligaments, subchondral bone and marginal osteophytes/enthesiophytes, demonstrating evaluation of a single slide allowed reproducible grading of histopathological changes in joint tissues in this model and reduced scoring time without compromising sensitivity and specificity of results (Haubruck et al., 2023). Using this scoring system, here we notably demonstrated significant improvement in total joint and medial compartment scores with STING pathway activated-MSC treatment compared to control (needle insertion alone) and non-activated MSC, as well as improvement in the lateral compartment between STING pathway activated-MSC to control. When medial and lateral compartments were examined separately, we further demonstrated significant improvement between STING pathway activated-MSC versus control for both medial and lateral tibial and femoral cartilage and synovium scores. TLR3 pathway activated-MSC therapy also resulted in improvement, albeit to a lesser extent compared to STING pathway activated-MSC in overall joint and medial compartment scores compared to needle insertion alone. As animal models remain the foundation for development of therapeutic interventions for human OA with histopathology considered the gold standard for assessment, these findings underscore the potential for immune activated cellular therapy, particularly STING pathway-activated MSC, to mitigate structural disease progression.

Limitations to this study include the relatively short study duration (8 weeks), although this has been reported and considered typical for this model of OA previously. The mouse DMM model was selected as the first *in vivo* model to initially screen the immune-licensed MSC treatment described due to the low cost of working with rodent models, high reproducibility of the model, fewer/more localized cartilage defects compared to other rodent models (e.g., anterior cruciate ligament transection) making it easier to assess treatment effect, and slower disease progression that more closely mimics human OA, allowing for relatively consistent evaluation of pain-associated behaviors (Glasson et al., 2007; Bapat et al., 2018; Hu et al., 2022). Although significant differences in gait parameters and histopathologic findings were seen between treatment groups by 8 weeks postoperatively, additional information may have been gained by allowing OA to progress for a more prolonged period. Additionally, mice in this study were operated and evaluated following skeletal maturity at 12 weeks of age which would simulate post-traumatic OA in an early adult population (i.e., mid-twenties); however, it is recognized that knee OA in humans frequently occurs in middle age to elderly patients and further evaluation of this treatment strategy at later age time points would be valuable. The lack of sham-operated controls is acknowledged as a study limitation; however, this work was designed to specifically assess acute changes following cell injection and impact of activation procedures rather than further delineating the DMM model.

Furthermore, this study evaluated outcomes following two MSC injections at 3- and 5-weeks post-injury, the timing of which was based upon initial pilot studies (not shown). The MSC used in this study underwent minor phenotypic characterization and it is acknowledged that more detailed MSC phenotyping may be required to sufficiently replicate these data due to heterogeneity in MSC populations and potential variation in isolation protocols between laboratories. Further assessment of injection number, timing of injection(s) during the temporal course of disease progression and dose with an expanded examination of control groups may demonstrate greater improvement and/or provide further information as to the effect of the immune-licensed cellular products. Addition of treatment groups injecting the MSC secretome or extracellular vesicles (EVs) derived from of these immune-activated MSCs were not within the scope of this study; however, evaluation of the impact of immune licensing on immunosuppressive function of EVs or secreted products generated under different culture methods (e.g., 3D vs. 2D monolayer culture) represent future directions of this work. Finally, the use of fetal bovine serum (FBS) in growth media during isolation, culture, and expansion of MSC before immune licensing is acknowledged as a limitation; while the use of FBS in preclinical models is accepted, evaluation of alternate serum-free sources is warranted prior to future translational applications. The findings herein warrant further investigation in additional studies designed to elucidate more specific mechanisms underlying the effect and expanding to large animal models of OA.

In summary, these findings provide key insights into the functional, transcriptomic, and histologic synovial response to intra-articular immune activated (pIC or 2′,3′-cGAMP) activated MSC therapy. Notably, all three MSC therapeutic approaches improved histologic outcomes in this model, while STING-pathway activated-MSC treatment and TLR3-pathway activated MSC resulted in further improvement in key functional parameters and induced transcriptomic changes promoting tissue repair. These findings provide further mechanistic insight as to possible mode of action through which STING and TLR3 pathway activated-MSC may be exerting a therapeutic effect in early post-traumatic OA, relating differential gene expression on the cellular level to improvement seen functionally and structurally on histology. Thus, there is precedent for multiple different IFN pathways being critically involved in reducing joint inflammation and improving mobility and cartilage integrity. These findings suggest that pre-activation of MSC with stimuli that induce strong IFN responses could be an successful strategy to improve the overall effectiveness of cellular therapy for OA.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository and accession number can be found below: GEO public genomic data repository, with accession number GSE276262.

How the deposited data were processed for this re-analysis (not part of the article)

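Bulk RNA sequencing of the knee joints of 20 mice was analysed, with 5 biological replicates in each of the control, MSC, TLR3-MSC and STING-MSC groups. Groups and replicate numbers were taken from the sample labels and the paper. The authors filtered the reads for adapters, undetermined bases and Phred scores, aligned them to GRCm39 with STAR and counted them per gene on the Ensembl annotation with HT-seq in Partek Flow, and they named DESeq2 for differential expression. The authors deposited these counts after division by a median-ratio size factor per sample, so the deposited values are a normalized signal and not whole counts. The paper's text does not name a filter on low counts or say whether the counting used strand, so genes that overlap others or have similar copies are uncertain. The deposited table held 14793 genes.

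In each sample the deposited values were whole multiples of the value of 1 read, and from 99.6% to 99.9% of the values came out as whole reads, with 100% for values under 1000. The recovered totals give the depth of each library. Sampling noise of the reads therefore limits mainly the genes with few reads, and the counts cover counting error only. Of the gene identifiers, 14770 were found in the GENCODE annotation of GRCm39, all on the same chromosome and overlapping the annotated gene. For 2658 of these genes (18%) both ends lay within 1 base of that annotation, and for the others at least one end differed by more, so gene positions are printed as deposited. Transcript length and GC content were available for 14771 genes.

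The main test was limma (version 3.58.1, in R 4.3.3) with the trend option on log2(normalized count + 1), fitted over all 20 samples and 4 groups without a block. It was chosen because the values are normalized, in place of the test of counts that the paper names. Genes were counted as past the threshold at an unadjusted p of at most 0.05 and a fold change of at least 2, and FDR was computed over all genes with the Benjamini-Hochberg method. This threshold is a reading of the paper's rule, which its text and its figure legends give differently. The minimum mean normalized count of 5 removed 0 genes. Single genes and gene sets were also compared with an exact two-sided permutation test over all splits of 5 joints against 5, whose smallest p is 0.00794. The 27 gene sets were listed by hand or taken from Seurat (version 5.3.0) for the cell cycle, scored as the mean over their genes, and adjusted within each comparison. Reactome pathways named in Figures 3 to 5 were taken from the collection in fgsea (version 1.28.0) where it held the same name and at least 10 genes were analysed, and the enrichment analysis of the paper was not repeated. Correlations across samples used 100000 permutations after subtracting group means.

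The samples, the designs, the gene sets, the alternatives and the rule for named genes were set before the data were examined. By that rule the named genes were Tph1 and Hif1a, the first 3 genes of each list in Figures 3 to 5, the interferon-induced genes in those lists, genes with an FDR of at most 0.05, and the 3 genes with the smallest p in each comparison with control. This gave 32 results for 25 genes. The deposited table lacked 11 genes of the paper's lists, among them Ppp1r36, Ddx43 and Adamts13, the first 3 of Fig. 5C, so these 3 have no result although the rule names them. Genes named outside the rule are described as chosen after their values were seen. The replicate numbers come from the sample labels, and same-numbered joints are different mice.

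The alternatives were pseudocounts of 0.5 and 5, a minimum mean of 20, only the 2 groups compared, quantile normalization, edgeR's quasi-likelihood test (version 4.0.16) and DESeq2 (version 1.42.0) on the recovered reads, the replicate number as a block, and each joint left out in turn. For gene sets, the median over the genes, limma's camera test and an exact sign-flip test were also run. DESeq2 without its Cook's distance cutoff and independent filtering and the log2 ratio of the group means of the named genes were added after the first fits were seen. Other splits of the samples were drawn 100 times per comparison.

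The tests were tested on simulated counts with the means and library sizes of these samples, in which 200 of 14793 genes were changed 4-fold. At an FDR of at most 0.05, limma recovered 99.5% of the changed genes with 13 false calls, edgeR 99.5% with 11 and DESeq2 99.0% with 30. Between groups with no changed genes, 13 genes passed the unadjusted threshold in limma. For sets of 30 simulated genes, the exact test gave a p of at most 0.05 for 3.33% of 300 unchanged sets and for 100% of 50 sets shifted by 0.5 on the log2 scale. The simulated genes were drawn independently of one another, with an assumed spread that was not fitted to these joints. Drawn splits of the STING-MSC and MSC joints gave a median of 69.5 genes past the threshold. The collagen score had an SD of 0.87 between MSC joints. The simulated rates therefore do not give the false calls or the power to expect in these joints.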

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

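The tests of Hif1a, of Ccr1, of the T-cell receptor score of control replicate 4, of the T-cell rank of STING-MSC replicate 3, of the read total of MSC replicate 5 and of its spread in genes of higher counts were chosen only after the result was seen. A joint was taken to stand apart when its gap to the nearest joint, divided by the whole range of its group, was above 0.71. This held in 12 of the 173 groups of 5 joints tested, where chance gives 8.65, so no pattern among these joints is established by their number. Genes and gene set scores were compared on the log2 scale.

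MSC replicate 5 had 296 genes listed at 0, against 42 in the next MSC joint (gap over range 0.858). Its read total ranked 13 of 20 from the smallest, which goes against a small library as the reason. A library with fewer distinct molecules would scatter widely in genes of low counts. Among 1593 genes with a mean normalized count of 10 to 50, the spread of its log2 deviations was 1.85 against 1.23 in the next joint, a ratio of 1.496, short of the ratio of 1.5 set for this test. Among 3979 genes with a mean of 50 to 500, its spread of 0.788 ranked 1 of 20, with MSC replicate 2 next at 0.744. Genes of low counts include those at 0 that prompted the test, so neither value settles the candidate explanation of fewer distinct molecules in that library. Of the genes at 0 in this joint, 239 were at 0 in no other joint. The genes at 0 entered the comparisons with MSC. Without this joint, 14 of the 36 genes higher in STING-MSC and 12 of the 48 higher in TLR3-MSC were still past the threshold, while the counts themselves became 28 and 51, so which genes were counted depended on that joint more than how many. No biological explanation was tested, because the design gives none for a single joint.

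STING-MSC replicate 5 had 97 genes listed at 0 against 27 in the next joint of its group (gap over range 0.972). It was also the lowest of its group in the fibroblast score, at 11.17 against 11.77 (gap over range 0.756), and in the elastic fibre score, at 9.63 against 10.16 (gap over range 0.716). Hif1a was high in MSC replicate 2, at 3738 against 2071 in the next MSC joint (gap over range 0.716). After subtracting group means, Hif1a rose with the fibroblast score over the 20 joints (r = 0.847, permutation p = 1.0e-05, the smallest that 100000 permutations can give, adjusted p = 6.0e-05 over 6 relations). Spearman's rho was 0.789 (permutation p = 7.0e-05, adjusted p = 0.00042), and r was 0.812 without the 2 joints farthest from the median. A candidate explanation for Hif1a in MSC replicate 2 is therefore a larger share of connective tissue in that joint. The labels and the paper give no batches within which this could be repeated, and no biological explanation of a single joint was tested.

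STING-MSC replicate 3 stood apart in interferon-induced genes. Its Cxcl10 count was 619 against 67.3 in the next joint of its group (gap over range 0.845), its Gbp6 count 459 against 97.9 (0.803) and its Tgtp2 count 1275 against 334 (0.785). Its score of interferon-gamma-induced genes was 11.17 against 9.91 (0.787), and that of inflammatory cytokine and receptor genes was 8.91 against 8.48 (0.755). These genes and scores overlap in what they measure, so they are not separate observations. Its T-cell receptor score of 6.90 was the highest of its group, against 6.25 to 6.55, and ranked 2 of 20, short of the rank of 1 set for a test of T cells as the source. A larger share of T cells does not require that rank, so T cells in that joint were not ruled out. The STING agonist given to the cells was the same for the other STING-MSC joints, which did not show these counts. Reads shared between similar genes were not tested as an explanation for Gbp6 and Tgtp2, and the source of the difference was not identified.

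Control replicate 4 had a T-cell receptor score of 5.86 against 6.52 in the next control joint (gap over range 0.864). Across the 20 joints this score fell as the fibroblast score rose (r = −0.449, permutation p = 0.0489, adjusted p = 0.0587), with rho = −0.447 (permutation p = 0.0497, adjusted p = 0.0745), and r was −0.460 without the 2 farthest joints. The relation did not reach the r of −0.5 set for it, so the share of connective tissue was not shown to account for this joint. Control replicate 1 had a Ccr1 count of 2094 against 1479 in the next control joint (gap over range 0.813). Ccr1 rose with the epidermal score (r = 0.569, permutation p = 0.00912, adjusted p = 0.0137), but rho was 0.371 (permutation p = 0.108, adjusted p = 0.108) and r was 0.265 without the 2 farthest joints. The relation thus rests on those joints, and skin in that joint remains a hypothesis. No biological explanation was tested for either joint.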

How the results depend on the processing

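DESeq2 without its Cook's distance cutoff and independent filtering and the log2 ratio of the group means were chosen only after the first results were seen, and the other tests of this part were not. A filter at a mean normalized count of 1 and no filter remove none of the tested genes and so give no further result, and the minimum mean of 20 leaves out the named genes Edn3, Gm6525, Cyp7b1, Slc6a18 and Themis3. The FDR counts were 0 in limma for each comparison among MSC groups, where 731, 574 and 380 genes had an unadjusted p of at most 0.05, under the pseudocounts of 0.5 and 5, the minimum mean of 20, only the 2 groups compared, quantile normalization and the replicate block. No gene set had an adjusted p of at most 0.05 under any of the alternatives run, although 1 set for STING-MSC against MSC, 0 for TLR3-MSC against MSC and 3 for STING-MSC against TLR3-MSC had an unadjusted p of at most 0.05 in the exact test, and the sign-flip test cannot go below 1 in 16. In the exact test of 5 joints against 5 this shows little, since 1 of 27 sets alone cannot have an adjusted p under 0.214 and at least 5 sets would need the smallest p together. The camera test is not bound by this, and its smallest adjusted p values were 0.109, 0.466 and 0.794 in the order of these comparisons. Over the alternatives, 223 values of counts stayed within 1.5 times the main count and 80 did not. Of the gene set differences, 508 kept their direction and 32 reversed. Of the log2 fold changes of named genes, 571 kept their direction and their side of the threshold, or for the ratio of the group means, which has no test, moved by less than 1 SD between joints. Of the others, 35 became stronger, 25 weaker, 3 reversed and 1 ratio moved by more. The cause of these changes was not tested unless stated.

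For STING-MSC against MSC, the 36 genes higher became 18 with a pseudocount of 5, 16 with a minimum mean of 20, 23 with only the 2 groups compared and 23 with quantile normalization. The 39 genes lower became 24 with a pseudocount of 5, 86 with edgeR, 110 with DESeq2 and 117 with DESeq2 without Cook's cutoff, and the FDR count of 0 became 30 and 32 with the latter pair. For TLR3-MSC against MSC, the 48 genes higher became 20 with a pseudocount of 5, 18 with a minimum mean of 20, 13 with only the 2 groups compared and 14 with quantile normalization. The 11 genes lower became 7 with a pseudocount of 5, 4 with a minimum mean of 20, 38 with quantile normalization, 23 with edgeR, 25 with DESeq2 and 25 with DESeq2 without Cook's cutoff. The FDR count of 0 became 1 with edgeR, 7 with DESeq2 and 7 without Cook's cutoff. For STING-MSC against TLR3-MSC, the 9 genes higher became 3 with a pseudocount of 5, 2 with a minimum mean of 20, 26 with quantile normalization and 17 with DESeq2 without Cook's cutoff. The 83 genes lower became 160 with only the 2 groups compared, 223 with edgeR, 219 with DESeq2 and 251 without Cook's cutoff, and the FDR count became 3 with DESeq2 and 9 without Cook's cutoff. The 108 genes past the threshold for MSC against control became 68 with a pseudocount of 5 and 66 with a minimum mean of 20. The 9 genes called in both activated groups became 4 with a pseudocount of 5, a minimum mean of 20, only the 2 groups compared or quantile normalization.

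Leaving out each joint in turn gave 28 to 69 genes higher and 21 to 77 lower for STING-MSC against MSC. It gave 22 to 217 higher and 13 to 20 lower for TLR3-MSC against MSC, with an FDR count of 0 to 1, and 9 to 18 higher and 24 to 171 lower for STING-MSC against TLR3-MSC. Against control it gave 62 to 432 genes for MSC, 29 to 107 for TLR3-MSC and 137 to 489 for STING-MSC, and the genes called in both activated groups numbered 4 to 36. The largest counts for TLR3-MSC against MSC and MSC against control came without MSC replicate 2.

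With quantile normalization, the difference in inflammatory cytokine and receptor genes was −0.0082 for STING-MSC and −0.090 for TLR3-MSC, and that in p53 target genes −0.010 for TLR3-MSC, all reversed. For TLR3-MSC the inflammatory difference was also −0.016 with a pseudocount of 5, −0.011 with a minimum mean of 20 and −0.17 with the median over the genes. With that median, the senescence difference was 0.14 for STING-MSC and 0.076 for TLR3-MSC. When each joint was left out in turn, differences that crossed 0 for STING-MSC against MSC included those from −0.53 to 0.069 for collagen, −0.51 to 0.078 for elastic fibre, −0.42 to 0.019 for matrix protease, −0.073 to 0.33 for interferon-gamma-induced, −0.081 to 0.083 for inflammatory and −0.096 to 0.028 for hypoxia genes, and −0.61 to 0.038 for fibroblast genes. For TLR3-MSC against MSC they included those from −0.26 to 0.11 for T-cell receptor, −0.051 to 0.55 for collagen, −0.18 to 0.050 for endothelial and angiogenesis, −0.20 to 0.027 for respiratory chain, −0.10 to 0.063 for inflammatory and −0.096 to 0.037 for hypoxia genes. The log2 fold change of Cxcl10 ranged from −0.15 to 0.79 for STING-MSC and that of Hif1a from −0.11 to 0.25 for TLR3-MSC against MSC.

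With the replicate number as a block, 34 genes were higher and 37 lower for STING-MSC against MSC, 43 and 12 for TLR3-MSC against MSC, and 10 and 75 for STING-MSC against TLR3-MSC. The correlation of same-numbered joints was −0.0384, 0.0927 and −0.0984 in these comparisons, and −0.0331 over all such pairs against 0.0068 over differently numbered pairs. The libraries had 27955496 reads or more, so depth limits mainly genes with few reads.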

Differences from the paper's values

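Of the tests in this part, DESeq2 without its Cook's distance cutoff and independent filtering and the log2 ratio of the group means were chosen only after the result was seen.

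The paper's text joins its fold change and p limits with "or", while its figure legends name an FDR of at most 0.05 and a 2-fold change. The counts here read this rule as an unadjusted p of at most 0.05 together with a 2-fold change. The paper's counts and those here may therefore not share a threshold. For STING-MSC against MSC, the paper reports 103 lower genes, and 39 were found here. Of the alternatives set before the data were examined, edgeR (86), DESeq2 (110) and leaving out MSC replicate 4 (77) came within 1.5 times the paper's count, and the other alternatives did not. DESeq2 without Cook's cutoff, chosen after seeing the values, gave 117. For TLR3-MSC against MSC, the paper reports 16 higher genes, and 48 were found here. A pseudocount of 5 (20), a minimum mean of 20 (18), only the 2 groups compared (13), quantile normalization (14) and leaving out TLR3-MSC replicate 3 (22) came within 1.5 times, and the other alternatives, edgeR (53) and DESeq2 (34) included, did not. The paper reports 26 lower genes in this comparison, and 11 were found here. Quantile normalization (38), edgeR (23), DESeq2 (25) and leaving out MSC replicate 1, 2 or 5 or TLR3-MSC replicate 1, 3 or 4 (18 to 20) came within 1.5 times, and the other alternatives did not. DESeq2 without Cook's cutoff, chosen after seeing the values, gave 25.

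For STING-MSC against TLR3-MSC, the paper reports 15 higher genes, and 9 were found here. A pseudocount of 0.5 (10), only the 2 groups compared (10), edgeR (11), DESeq2 (13), the replicate block (10) and leaving out 8 of the 10 joints in turn (10 to 18) came within 1.5 times. A pseudocount of 5 (3), a minimum mean of 20 (2), quantile normalization (26) and leaving out TLR3-MSC replicate 5 or STING-MSC replicate 1 (9 each) did not. DESeq2 without Cook's cutoff, chosen after seeing the values, gave 17. The paper reports 190 lower genes, and 83 were found here. Only the 2 groups compared (160), edgeR (223), DESeq2 (219) and leaving out TLR3-MSC replicate 1 (171) came within 1.5 times, the other alternatives did not, and DESeq2 without Cook's cutoff, chosen after seeing the values, gave 251. The paper's methods name DESeq2 for these comparisons.

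The log2 fold changes in the paper's figures were read by eye. For STING-MSC against MSC, the paper's value for Fosb is about −3.0 in Fig. 3C, against −2.201 here, −2.98 with edgeR, −2.96 with DESeq2 and −2.54 to −2.43 without MSC replicate 1, 4 or 5. For Tnfaip6 it is about −2.9 in Fig. 3C, against −1.67 here, −2.95 with edgeR, −2.93 with DESeq2 and −2.07 to −1.81 without MSC replicate 1 or 4 or STING-MSC replicate 1 or 3. For Gldn it is about −2.9 in Fig. 3C, against −1.43 here, −2.895 with edgeR, −2.87 with DESeq2 and −2.00 to −1.71 without MSC replicate 1, 3 or 4. For Cxcl10 it is about 1.2 in Fig. 3B, against 0.53 here, 1.21 with edgeR and 1.24 with DESeq2. The Cxcl10 values from only the 2 groups compared (0.53) and from leaving out MSC replicate 1 or 3 or STING-MSC replicate 1, 2, 4 or 5 (0.60 to 0.79) were within their error of the paper's. For these 4 genes the other alternatives did not close the gap.

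For TLR3-MSC against MSC, the paper's value for Calm4 is about 2.9 in Fig. 4B, against 1.44 here, 2.82 with edgeR, 2.88 with DESeq2 and 1.69 to 2.31 without MSC replicate 1 or 2 or TLR3-MSC replicate 1, 2 or 5. For Krt79 it is about 2.1 in Fig. 4B, against 1.09 here, 2.07 with edgeR, 2.102 with DESeq2 and 1.28 to 1.44 without MSC replicate 1, 2 or 5 or TLR3-MSC replicate 1, 2 or 5. For Edn3 it is about −1.7 in Fig. 4C, against −1.04 here, −1.66 with edgeR and −1.68 with DESeq2. A pseudocount of 0.5 (−1.097), only the 2 groups compared (−1.04), quantile normalization (−1.26) and leaving out MSC replicate 1, 2, 3 or 4 or TLR3-MSC replicate 2, 3 or 4 (−1.38 to −1.05) were also within their error of it. The other alternatives did not close the gap for these 3 genes. For STING-MSC against TLR3-MSC, the paper's value for Calm4 is about −4.1 in Fig. 5D, against −1.83 here, −4.09 with edgeR and −4.08 with DESeq2, and the other alternatives did not close the gap. For Krt79 it is about −3.2 in Fig. 5D, against −1.93 here, −3.19 with edgeR and −3.19 with DESeq2, and the other alternatives did not close the gap. For Tnfaip6 it is about −3.7 in Fig. 5D, against −2.25 here, −3.67 with edgeR, −3.66 with DESeq2 and −2.72 and −2.74 without TLR3-MSC replicate 1 or 4, and the others did not. For Gbp6 it is about 1.0 in Fig. 5C, against 0.56 here, 0.99 with edgeR and 1.02 with DESeq2. Only the 2 groups compared (0.56), quantile normalization (0.67) and leaving out TLR3-MSC replicate 3 or STING-MSC replicate 1, 2, 4 or 5 (0.61 to 0.74) were also within their error of it, and the other alternatives did not close the gap.

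The log2 ratio of the mean normalized counts of the groups, chosen after seeing the values, also closed the gap for these 11 results. For STING-MSC against MSC it was −2.96 for Fosb, −2.93 for Tnfaip6, −2.87 for Gldn and 1.24 for Cxcl10, and for TLR3-MSC against MSC 2.88 for Calm4, 2.104 for Krt79 and −1.697 for Edn3. For STING-MSC against TLR3-MSC it was −4.08 for Calm4, −3.18 for Krt79, −3.66 for Tnfaip6 and 1.01 for Gbp6.

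The paper describes upregulated genes of angiogenesis after activated MSC, and the score of endothelial and angiogenesis genes differed by −0.26 for STING-MSC and −0.08 for TLR3-MSC against MSC, the latter from −0.18 to 0.050 when single joints were left out. In the paper's own supplementary enrichment table, the angiogenesis set has a normalized enrichment score of −2.09 for STING-MSC (GSEA FDR = 0.000923) and −1.19 for TLR3-MSC (GSEA FDR = 0.491) against MSC. The paper describes lower inflammatory signaling after both kinds of activated MSC. The score of NF-kB and immediate-early genes was lower with both, with differences of −0.32 for STING-MSC and −0.18 for TLR3-MSC against MSC, while that of inflammatory cytokine and receptor genes differed by 0.03 and 0.01. The paper's normalized enrichment scores for its own inflammatory set are −1.73 and −1.91 (GSEA FDR = 0.0468 and 0.0246). Those for its set of TNF signaling via NF-kB are −2.82 and −2.56 (GSEA FDR listed as 0 for both). The paper describes higher interferon pathways with both. The score of type I interferon-stimulated genes was higher with both, by 0.17 and 0.15, and that of interferon-gamma-induced genes was higher by 0.20 for STING-MSC and differed by −0.12 for TLR3-MSC. The paper's own normalized enrichment scores for TLR3-MSC are −1.51 for its interferon-alpha and −1.701 for its interferon-gamma set (GSEA FDR = 0.189 and 0.0896). Those for STING-MSC are 1.02 and 0.963 (GSEA FDR = 0.721 and 0.813). The paper calls genes significant that did not reach an FDR of at most 0.05 in limma. For STING-MSC against MSC, TLR3-MSC against MSC and STING-MSC against TLR3-MSC, 30, 7 and 3 genes reached it with DESeq2, and 32, 7 and 9 with DESeq2 without Cook's cutoff, chosen after seeing the values. With edgeR, and in limma without MSC replicate 1 or 2, 1 gene reached it for TLR3-MSC against MSC.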

Other observations

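The tests with the epidermal score as a covariate, the tests of depth for the genes higher in STING-MSC than in MSC and lower than in TLR3-MSC, those of the 10 most abundant genes in these comparisons, the test of STING-MSC against control with the fibroblast score as a covariate and the relations of the fibroblast with the G2/M score and of the collagen with the erythroid score were chosen only after the result was seen.

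Other splits of the same joints gave as many genes past the threshold as most of the comparisons did. Of 100 drawn splits, the real one included, 44 gave as many as the 75 genes for STING-MSC against MSC, 63 as many as the 59 for TLR3-MSC against MSC, 9 as many as the 92 for STING-MSC against TLR3-MSC, 33 as many as the 108 for MSC against control and 35 as many as the 49 for TLR3-MSC against control. For the 305 genes of STING-MSC against control, 2 of 100 splits gave as many. For the counts by direction, a split was counted when its genes higher or its genes lower, whichever were more, reached the observed number. In this way 71 splits reached the number of higher and 65 that of lower genes for STING-MSC against MSC. These were 56 and 100 splits for TLR3-MSC against MSC, and 94 and 5 for STING-MSC against TLR3-MSC. The median over drawn splits was 69.5, 75, 33.5, 66, 33 and 36.5 genes in the order of the comparisons above. Of the 16 splits that part every same-numbered pair, 11, 11, 4, 9, 7 and 1 gave as many, and since 16 splits give a share of 1 in 16 at the least, these cannot tell. The drawn splits mostly left some same-numbered pairs on the same side, in 85 to 89 of 100. For the 9 genes called in both activated groups, 49 of 100 drawn splits of the 15 joints into 3 groups gave as many, with a median of 8 and at most 163. The counts of STING-MSC and TLR3-MSC against MSC therefore cannot be told apart from the spread between joints. The 83 genes lower in STING-MSC than in TLR3-MSC were matched by as many genes in either direction in few drawn splits. Their share was 0.05 and so not under it, and the 305 genes of STING-MSC against control were matched in fewer splits.

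Epidermal genes varied widely between joints. Krt77 and Lor, chosen after their values were seen, had normalized counts of 8214 and 4041 in TLR3-MSC replicate 4 and of 2832 and 2380 in control replicate 1. A candidate explanation is skin left on some of the dissected joints. With the epidermal score as a covariate, 18 of the 47 genes higher in TLR3-MSC than in MSC outside the epidermal list were still past the threshold, and 43 of the 74 genes lower in STING-MSC than in TLR3-MSC were. For the former this does not single out skin, since leaving out a single joint left 12 to 44 of all 48 higher genes past the threshold, with the 12 left without MSC replicate 5. For the latter it does not decide on skin either, since leaving out a single joint left 20 to 77 of all 83 lower genes past the threshold. A biological effect of TLR3 activation on skin genes was not tested separately, because the epidermal score also varied widely within the control group, with an SD of 2.15 against 2.51 in the TLR3-MSC group (n = 5 each).

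Matrix and cell-cycle genes ran opposite ways between joints in the groups without STING-MSC. Over the 15 control, MSC and TLR3-MSC joints, after subtracting group means, the fibroblast and G2/M scores had r = −0.805 (permutation p = 0.00032, adjusted p = 0.00096) and rho = −0.807 (permutation p = 0.00057, adjusted p = 0.00171), and r was −0.809 without the 2 joints farthest from the median. Collagen and erythroid scores had r = −0.667 (permutation p = 0.00744, adjusted p = 0.0137) and rho = −0.646 (permutation p = 0.0116, adjusted p = 0.0233), and r was −0.562 without the 2 farthest joints. A candidate explanation for lower matrix and higher cell-cycle scores with STING-MSC is thus a smaller share of connective tissue and a larger share of marrow in those joints. With the fibroblast score as a covariate, 21 of the 39 genes lower in STING-MSC than in MSC were still past the threshold. This neither singles out that explanation nor rules it out, since leaving out a single joint left 13 to 38 of the 39 past the threshold. An effect of STING activation on matrix genes and a difference in dissected tissue cannot be told apart with these data. Against control joints, 6 of 27 gene sets had an unadjusted p of at most 0.05 for STING-MSC in the exact test and 0 an adjusted one.

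Cebpb and Mcl1, chosen after their values were seen, had their highest mean in the MSC group. The Cebpb count was 2572 ± 696 after MSC, 1494 ± 134 after STING-MSC, 1436 ± 112 after TLR3-MSC and 1631 ± 80.3 in control joints, and the Mcl1 count was 17965 ± 1280, 13623 ± 656, 14295 ± 878 and 13766 ± 890 (SD, n = 5). Of the genes past the threshold, 31 of 75 for STING-MSC against MSC and 5 of 59 for TLR3-MSC against MSC also differed in the same direction by 2-fold or more from control. Because these genes were chosen in a comparison with MSC, the counts lean this way by design and cannot tell whether the MSC group stands apart.

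Depth and sequence composition were weighed for the comparisons with STING-MSC. With all libraries thinned to 27955496 reads, 30 of the 36 genes higher and 33 of the 39 lower than in MSC, 67 of the 83 lower than in TLR3-MSC and 276 of the 305 against control were still past the threshold. Spearman's rho of the log2 fold changes with GC content was −0.0098, −0.0214 and −0.0611 across genes for STING-MSC against MSC, TLR3-MSC and control, and with gene length 0.0501, −0.0994 and −0.0341. Genes are not independent replicates. The share of reads on the 10 most abundant genes did not differ detectably between STING-MSC joints and those of MSC, TLR3-MSC or control (exact permutation tests, p = 0.508, 0.937 and 0.270). None of these tests pointed to depth or sequence composition as the reason for most of the genes thinned here. The 9 genes higher in STING-MSC than in TLR3-MSC were not tested by thinning, and the authors' low-count filter was not tested. Of the genes lower in STING-MSC than in control joints, 23 of the 258 outside the fibroblast list were still past the threshold with the fibroblast score as a covariate, and 232 of the 263 outside the epidermal list with the epidermal score. The fibroblast score itself differed by −0.76 between these groups (exact permutation test, p = 0.0317, adjusted p = 0.171), lower in 5 of 5 STING-MSC joints than the control mean. A different share of connective tissue in the dissected joints is thus a candidate explanation for most of the lower genes. An effect of STING-MSC on these genes cannot be told apart from it, because such an effect would also lower the fibroblast score.

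Mast cells express Tph1, so a larger share of mast cells was tested as a source of its higher mean count after STING-MSC than after MSC. Over the 20 joints, after subtracting group means, Tph1 and the score of 11 mast cell markers had r = −0.314 (permutation p = 0.174, adjusted p = 0.174) and rho = −0.397 (permutation p = 0.0848, adjusted p = 0.102), and r was −0.325 without the 2 farthest joints. The mast cell score differed by 0.17 between STING-MSC and MSC (exact permutation test, p = 0.294). Tph1 did not rise with mast cell markers, which speaks against that source.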
